# Asymmetric distribution of biomolecules of maternal origin in the *Xenopus laevis* egg and their impact on the developmental plan

**DOI:** 10.1038/s41598-018-26592-1

**Published:** 2018-05-29

**Authors:** Radek Sindelka, Pavel Abaffy, Yanyan Qu, Silvie Tomankova, Monika Sidova, Ravindra Naraine, Michal Kolar, Elizabeth Peuchen, Liangliang Sun, Norman Dovichi, Mikael Kubista

## Abstract

Asymmetric cell division is a ubiquitous feature during the development of higher organisms. Asymmetry is achieved by differential localization or activities of biological molecules such as proteins, and coding and non-coding RNAs. Here, we present subcellular transcriptomic and proteomic analyses along the animal-vegetal axis of *Xenopus laevis* eggs. More than 98% of the maternal mRNAs could be categorized into four localization profile groups: animal, vegetal, extremely vegetal, and a newly described group of mRNAs that we call extremely animal, which are mRNAs enriched in the animal cortex region. 3′UTRs of localized mRNAs were analyzed for localization motifs. Several putative motifs were discovered for vegetal and extremely vegetal mRNAs, while no distinct conserved motifs for the extremely animal mRNAs were identified, suggesting different localization mechanisms. Asymmetric profiles were also found for proteins, with correlation to those of corresponding mRNAs. Based on unexpected observation of the profiles of the homoeologous genes *exd2* we propose a possible mechanism of genetic evolution.

## Introduction

One of the most fascinating and puzzling questions in biology is how complex organisms consisting of tissues composed of numerous cell types develop after the fusion of just two cells – the sperm and the egg. Eggs, especially those originating from mammals, have traditionally been described as rather unsophisticated cells in terms of biomolecule localization. However, in recent years, oocytes have been found to have complex internal structures with precise cellular polarity features that are essential for successful fertilization and fetal development.

The most popular animal models for the study of asymmetry governing early development aside from lower organism such as *Drosophila*^1–3^ are oocytes and early stage embryos from amphibians and fish. The first experiments with amphibian oocytes and eggs were published in the late 1980s^4–6^. For mammalian oocytes and eggs, distinguishable outer features that would reflect asymmetric distribution of cell fate determinants have so far not been found, possibly due to their small size, which makes localization studies challenging. Arguably the most popular model to study oocyte and egg asymmetry is the African clawed frog, *Xenopus laevis*. Its eggs are large (~1.3 mm), harbor very high concentration of RNA (~4 μg), and contain copious amounts of proteins (~130 µg), of which ~13 µg are proteins other than yolk proteins^7^.

In *Xenopus laevis*, the first developmental axis is formed during oogenesis and is referred to as the animal-vegetal axis. Both its poles show distinct features: the animal hemisphere is dark due to the presence of melanin pigment granules and contains the nucleus, while the vegetal hemisphere is light and consists mainly of yolk proteins. Cell fate determinants distributed asymmetrically along the animal-vegetal (A-V) axis are translated during the early steps of development, which leads to the formation of the germ layers^8^. These layers consist of ectodermal cells that derive from the animal part, mesodermal cells from the equatorial region, and endodermal cells from the vegetal part of the egg.

The localization of maternal mRNAs into the vegetal hemisphere has been studied by many laboratories, and two distinct pathways have been described. One group of transcripts actively localizes during the early phases of oogenesis by the METRO (messenger transport organizer) pathway and includes germ plasm determinants such as *nanos1* (also known as *xcat2*), *dazl*, *ddx25*, *pgat* (also called *xpat*), and *wnt11*^9^. Genes such as *trim36*, *rras2*, *sybu*, and *germes* were found localized to the vegetal cortex, but their roles during early development are not completely understood. The second group is localized by the late transport pathway that creates a shallow vegetal gradient for transcripts such as *gdf1* (also called *vg1*) and *vegt*, which code primarily for a member of the TGF family and a transcription factor, respectively. These genes are important for germ layer specification and patterning. Recently, some vegetal candidates including *rbpms* (also called *hermes*) and *plin2* (also called *fatvg*) were found to localize by both the early and late pathways^8^. The first localization element identified was a 340-nucleotide fragment within the 3′UTR of *gdf1* mRNA^10^. Other studies analyzed the localization elements in *nanos1* 3′UTR^11^. These contain repeats of conserved short sequences, referred to as localization motifs, called VM1 ([UC][UC]UCU) and E2 ([UA][UC]CAC) that were predicted to bind RNA-binding proteins required for active transport^12–15^. Subsequent functional experiments revealed that the localization motifs alone are insufficient to regulate transportation; surrounding sequences are also essential^15^.

Recently, several transcripts were found to be enriched in the animal part of the oocyte and were suggested to be actively localized, though by an unknown mechanism (reviewed in^16^). We performed detailed analysis of the spatial distribution of these mRNAs using qPCR tomography and proposed that they are produced in the oocyte germinal vesicle, which is located in the animal hemisphere, and diffuse during oogenesis, without active transport, producing the observed accumulation in the first 1/3 of the egg from the animal pole^17,18^.

Fertilization of the *Xenopus* egg leads to an internal structural rearrangement and initiates cell division. *De novo* transcription, however, remains paused for most of the genes until the mid-blastula transition (MBT), even though partial zygotic gene expression starts earlier^19^. An interesting feature of *X. laevis* compared to other model organisms is its early specification of the second and third developmental axes. The first cell division separates the embryo into the left and right blastomeres that propagate into the left and right (L-R) halves of the embryonic body. The second cell division determines the dorsal and ventral parts of the embryo (D-V). The specification of the L-R and D-V developmental axes does not seem to be induced by mRNA asymmetry^20,21^. Instead, other types of molecules are expected to be involved. Recent studies revealed a broad spectrum of cell fate determinants, including small non-coding RNAs, proteins, and metabolites^18,22–24^.

The introduction of high-throughput profiling methods such as microarrays^25^, RNA-sequencing^26^, deep quantitative proteomics^7,27^, and metabolomics^24^ in studies of *Xenopus* has made global profiling possible. Improved methods for sample preservation, precise cryo-sectioning, and efficient isolation of biomolecules have made high-resolution spatio-temporal analysis of embryonic development possible and has been used to study *Xenopus* oocytes^28^ and zebrafish embryos^29^.

Here we perform RNA and protein localization studies using a combination of modified Tomo-Seq and deep quantitative proteomic analysis to uncover the localization profiles of the main types of RNAs and proteins within *X. laevis* eggs and in stage 8 blastula embryos, which are entering the mid-blastula transition (MBT) and have a distinct A-V axis. Analysis of intracellular RNA and protein profiles revealed novel conserved 3′UTR motifs that are putative localization motifs.

## Results

### Classification of intracellular gradients

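Blocks of 20 *X. laevis* eggs were frozen with the animal pole up and cut into sections of 30 µm, and 7 consecutive sections were pooled per tube. The tubes are the 5 segments, from A at the animal pole to E at the vegetal pole. The 3 blocks came from different females and serve as replicates 1 to 3, which gives 15 libraries. The authors removed rRNA reads, aligned the rest to the *X. laevis* genome with STAR and counted them on annotated genes with htseq-count. They deposited these counts without normalization, and beside them the same counts divided by a size factor per library. Reads counted on genes ranged from 1448542 in segment A of replicate 3 to 15191780 in segment B of replicate 3. The median over replicates was 3102068 in A, 11621980 in B, 11145902 in C, 9777736 in D and 8139482 in E. In segment A the depth was uneven, with 3102068, 10166847 and 1448542 reads in replicates 1, 2 and 3. According to Supplement Table 6, rRNA took 76.83% and 84.74% of the reads of segment A in replicates 1 and 3, and at most 56.87% in segments B to E. With 3 counts as the smallest signal, a transcript had to reach a share of 0.00021% of the counts in the shallowest library and 0.00002% in the deepest. The files list 45036 genes, of which 13628 had no count in any library. Pearson's correlation of log2 normalized counts between replicates, which is across genes and not across independent samples, was 0.9594 to 0.9818 in segment A and at least 0.9803 in the others. For the profiles, the counts were divided by the size factors that the paper derived from RT-qPCR tomography (Supplement Table 7), averaged over replicates in each segment and expressed as each segment's share of the sum over the 5 segments. Genes were then assigned to the categories of Table 1, with each "or" read as at least one and the extremely vegetal criteria applied before the vegetal ones. Applied to the paper's own profiles, these rules gave the paper's group for 99.2% of the 1998 mRNAs in Supplement Table 1. Segments were compared with edgeR's quasi-likelihood test on the counts of all 15 libraries, with the same size factors held fixed and Benjamini-Hochberg adjustment.

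**Figure D1:**
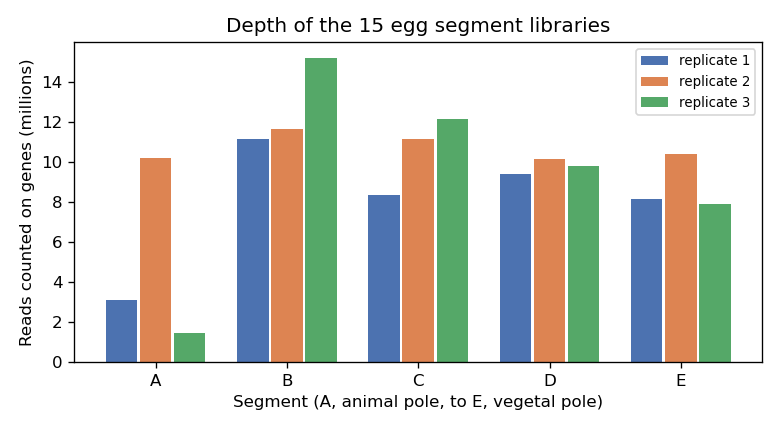
Reads counted on genes in each of the 15 libraries, by segment from A (animal pole) to E (vegetal pole), with a bar for each replicate. Segment A has the shallowest libraries, with 1448542 reads in replicate 3 against 10166847 in replicate 2.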

RNAs were divided into four localization categories: extremely animal, animal, vegetal and extremely vegetal, based on the criteria in Table 1. Proteins were divided into only three localization categories that is animal, vegetal and even, since the current resolution did not reveal any maternal proteins with extreme profiles.

**Table 1:** Criteria for the classification of RNAs into localization categories based on intracellular profiles.

Localization Category	Criteria
Extremely animal RNAs	maximum in A; (A + B) > (D + E); C > D or E
Animal RNAs	maximum in B; D + E < 40% of all transcripts
Vegetal RNAs	(D + E) > (A + B + C); D > A or B or C
Extremely vegetal RNAs	E > 50% of all transcripts; E > 2*D
Other RNAs	do not meet any of the selection criteria above

### Intracellular distributions of mRNAs

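After division by the RT-qPCR size factors, 17745 genes had an average normalized count of at least 15 over the 15 libraries. They are named by the symbol and the homoeologue (L or S) given in the annotation, or by an annotation identifier where there is no symbol. With each replicate left out in turn, between 17746 and 17756 genes passed. The count minimum moved the number most. With a minimum of 50 it was 15313, and with no minimum beyond a single count it was 31408.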

15005 mRNAs were identified from the RNA-Seq data. All the 15005 mRNAs, including those with extreme polarizations, were present in at least some copies in all of the segments along the animal-vegetal axis (Fig. 1B). 

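Of the 17745 genes with an average normalized count of at least 15, 17742 (99.98%) had at least 1 count in each of the 5 segments when the replicates were summed. The other 3 had no count in segment A only, the segment with the fewest reads, and their average normalized counts were at most 31.73. An absence in A cannot be told from a share below what the depth of A can show. Among the most polarized genes, *grip2.L* had 68 counts in A, 189 in B, 417 in C, 1815 in D and 53140 in E over the 3 replicates. Requiring a count in every one of the 15 libraries, the stricter of the readings tried, left 17622 genes.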

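By the criteria of Table 1, 1412 genes fell in the extremely animal category, each with its largest share of the mean profile in segment A. Their median share was 28.54% ± 1.07 in A (SD, n = 3 replicates), 26.2% ± 1.75 in B, 17.03% ± 2.04 in C, 13.81% ± 1.12 in D and 13.95% ± 2.98 in E. The step from A to B was close to the spread between replicates, and in replicate 2, the only one with a deep library of segment A, the median was 27.32% in A and 28.2% in B. Of the 1412 genes, 267 (18.91%) had their largest share in A in each replicate. Tested gene by gene with edgeR's quasi-likelihood test, 12 genes were higher in A than in B and 5203 higher in B than in A at an adjusted p under 0.05. Among genes past the threshold and higher in A in every replicate, the gene with identifier Xelaev18000045m changed most, with a log2 fold change of 1.68 (standard error 0.48, adjusted p = 1.7e-02 from edgeR). It was followed by *timp-1.L* with 0.86 (standard error 0.3) and Xelaev18012757m with 0.7 (standard error 0.23). The segments of a block carry the same replicate number in the sample labels. With a replicate block in the same test, 15 genes were higher in A and 5538 higher in B. The pairing is taken from the labels and the methods, since libraries that share a number hardly deviated together. Their deviations had a mean correlation of 0.1462 over 30 pairs of libraries, with −0.2013 as the lowest. Over 60 pairs with different numbers the mean was −0.0738 and the highest 0.4293. Deviations were taken from the segment mean of the 3 replicates, which ties the second mean to the first with the opposite sign. It is therefore no independent reference. The numbers of genes higher in A and in B depended on the size factors and on replicate 2. With edgeR's TMM factors, 46 genes were higher in A and 9 higher in B. With the total-RNA factors of Supplement Table 7 these were 1 and 16011. Without replicate 2 they were 1 and 24, and in a fit of only segments A and B 59 and 8836. The paper describes extremely animal mRNAs as a gradient with its maximum at the animal pole.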

The extremely animal mRNAs show a gradually increasing concentration gradient, with a maximum at the animal pole. The animal mRNAs accumulate in the first third of the egg from the animal pole at the expected location of the nuclei. 

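The 15072 genes in the animal category had their largest share in segment B, with a median of 21.51% ± 1.58 in A (SD, n = 3 replicates), 27.74% ± 0.28 in B, 18.2% ± 0.54 in C, 16.04% ± 0.78 in D and 16.27% ± 2.8 in E. Segments A and B together hold the part of the egg next to the animal pole, and the gap between B and C was many times the spread between replicates. In each replicate alone the median was highest in B, at 27.9%, 27.42% and 27.89% in replicates 1, 2 and 3. Both results follow in part from the category, which requires the maximum of the mean profile in B. Over all 17745 genes, not selected by profile, the median was 27.46% ± 0.16 in B and 18.04% ± 0.59 in C. Single animal mRNAs of Fig. 2B had the same form: *akt1.S* had 28.12% ± 2.42 (SD, n = 3) of its mRNA in B, and *mrpl1.L* 28.42% ± 1.75. The paper used *akt1* as an RT-qPCR marker for its normalization, so the profile of *akt1.S* is not independent of the size factors. Of the 15072 genes, 10642 (70.61%) were animal in all 3 replicates taken singly. Under DESeq2's median-of-ratios factors, which assume that most genes do not change between segments, 1796 genes had an animal profile. The paper places the expected position of the nuclei in this part of the egg, and concludes that animal mRNAs accumulate there.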

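The 320 vegetal genes had a median share of 11.08% ± 0.48 in A (SD, n = 3 replicates), 15.92% ± 0.87 in B, 13.79% ± 0.52 in C, 20.66% ± 2.31 in D and 37.92% ± 3.08 in E. The share was thus lower in C than in B, by more than the replicate SD, and rose from C to E. For the 145 extremely vegetal genes the medians were 3.6% ± 0.32 in A, 6.06% ± 0.6 in B, 7.56% ± 0.52 in C, 18.48% ± 2.37 in D and 62.94% ± 2.9 in E. In every replicate the median in E was at least 59.63%, which follows in part from the criterion of more than 50% in E. Between D and E, edgeR's test found 615 genes higher in E and 80 higher in D. With a replicate block, where the 3 blocks of eggs are matched by their number, these were 674 and 114. The largest rises from D to E among genes changed alike in every replicate were those of *grip2.L* (log2 fold change of D over E −5.14, standard error 0.37, adjusted p = 4.3e-11 from edgeR), *grip2.S* (−4.77, standard error 0.28) and *nanos1.L* (−4.73, standard error 0.22). In the other direction, Xelaev18012757m (1.76, standard error 0.28), *loc100498592.L* (1.35) and *prr11.L* (1.2) fell most from D to E. The total-RNA size factors of Supplement Table 7 changed the balance most, leaving 16 genes higher in E and 17577 higher in D. Segment factors were also fitted to the profiles of Supplement Tables 1 and 2, a choice made after seeing the data. With these, 120 genes were higher in E and 16993 higher in D. Without replicate 3 the balance turned as well, with 533 genes higher in E and 747 higher in D. It did not turn without replicate 1 (760 higher in E and 21 in D) or replicate 2 (337 and 13). From its own profiles the paper describes a gradual rise of vegetal mRNAs toward the vegetal pole and an accumulation of extremely vegetal mRNAs at the vegetal cortex.

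**Figure D2:**
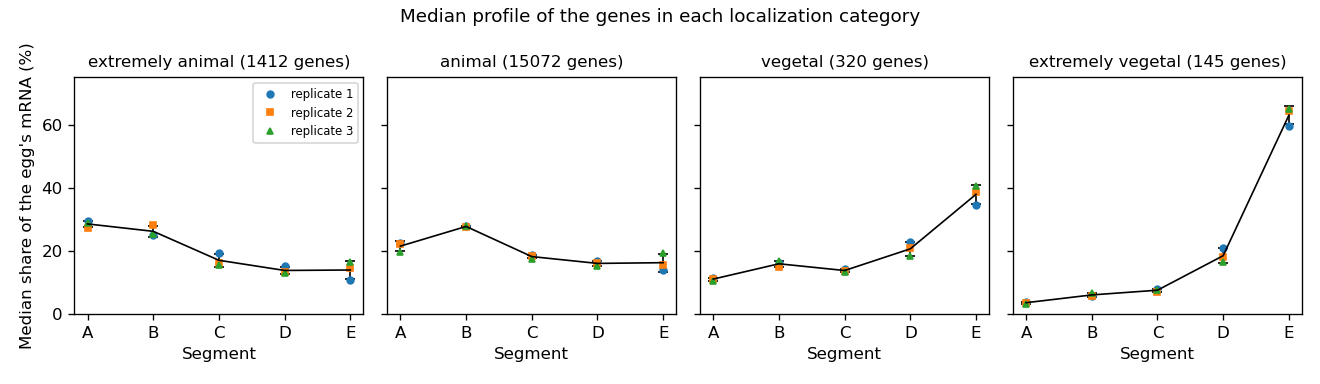
Median share of the egg's mRNA (%) in segments A to E for the genes of each localization category, with a symbol per replicate and a line with bars for the mean and SD of the 3 replicates. The extremely vegetal genes rise from 3.6% in A to 62.94% in E, and the animal genes peak at 27.74% in B.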

The vegetal mRNAs show a gradual increase from the animal to the vegetal pole and the extremely vegetal mRNAs accumulate at the vegetal cortex and are most abundant in the last vegetal segment (Fig. 1B, Supplement File 1,^17^). The vast majority of the mRNAs (94.4%) show animal localization and were of all kinds. 

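With the size factors of Supplement Table 7, 15072 of the 17745 genes (84.94%) had an animal profile. The replicates taken singly gave 13422, 14832 and 13349 animal genes. A further 796 genes (4.49%) met no criterion of Table 1. DESeq2's median-of-ratios factors moved the share most, to 10.3%. It was 98.01% with the total-RNA factors of Supplement Table 7 and 62.15% without a count minimum.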

2.8% of the mRNAs have an extremely animal polarization and the majority of these code for translation and transcription regulators. 

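The extremely animal category held 1412 genes, 7.96% of the 17745. The replicates differed strongly, with 2896, 1387 and 1611 such genes when each was classified alone, and 228 of the 1412 (16.15%) were extremely animal in all 3. The largest shifts came from the size factors: 5135 genes (29.46%) with DESeq2's median-of-ratios factors and 72 (0.41%) with the total-RNA factors of Supplement Table 7. Leaving out the extremely animal markers *ifrd2*, *lima1* and *slc13a4* from the RT-qPCR factors gave 148 genes (0.83%).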

Some are also known to control protein localization. 

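Vegetal profiles were found for 320 genes, 1.8% of the 17745. Of these, 221 (69.06%) were vegetal in every replicate, and the replicates singly gave 339, 336 and 370. Dropping the count minimum changed this most, to 2276 of 31408 genes (7.25%). Among settings that kept it, the number ran from 108 with the total-RNA factors to 663 with edgeR's TMM factors.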

Vegetal mRNAs represent 1.3% of the total and most of them code for transcription regulators involved in germ layer specification and proteins involved in lipid metabolism. The latter have previously been associated with the METRO pathway^16^. 

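Extremely vegetal profiles, with more than 50% of the mRNA in E, were found for 145 genes, 0.82% of the 17745. Of the 145, 107 (73.79%) met the criteria in all 3 replicates, and the replicates singly gave 113, 154 and 184 genes. Of the germ plasm mRNAs in Fig. 2D, *nanos1.L* had 94.79% ± 2.2 of its mRNA in E (SD, n = 3), *ddx25.L* 84.57% ± 1.15, *dazl.L* 81.16% ± 1.97 and *wnt11b.L* 78.46% ± 2.76. Among these, *nanos1* was itself an RT-qPCR marker for the normalization. Without a count minimum the number rose to 1144 genes (3.64% of 31408). With the total-RNA factors, under which E weighs least, it fell to 7 (0.04%).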

Extremely vegetal mRNAs make up 0.2% of the total and include transcripts with functions during germ plasm determination, sexual reproduction, and the regulation of the development of the organism (Fig. 2).

**Figure 1:**
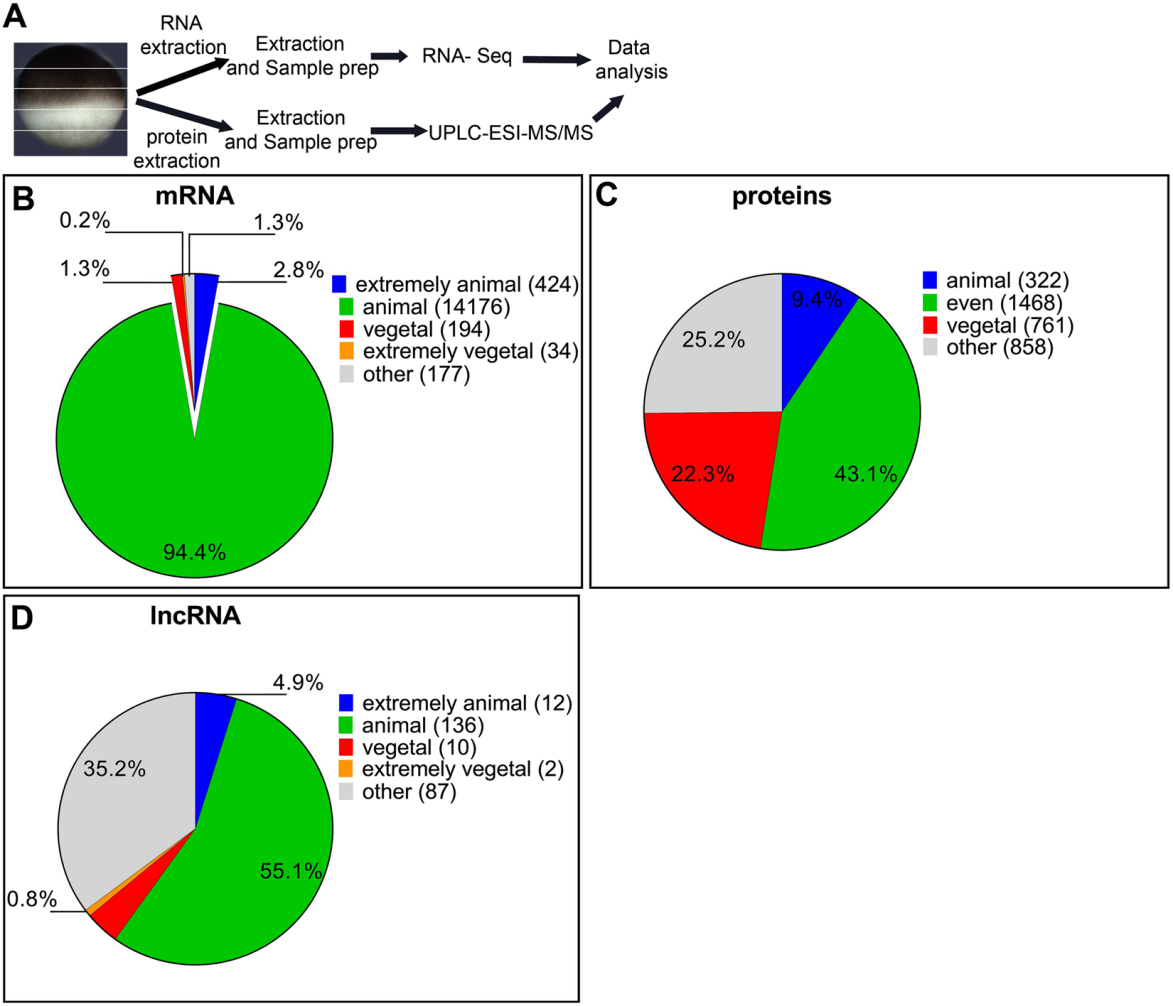
Classification of the studied biomolecules into localization categories based on their intracellular profiles. Experimental scheme (**A**). Classification of 15005 mRNAs (**B**), classification of 3409 proteins (**C**) and classification of 247 long noncoding RNAs (**D**).

**Figure 2:**
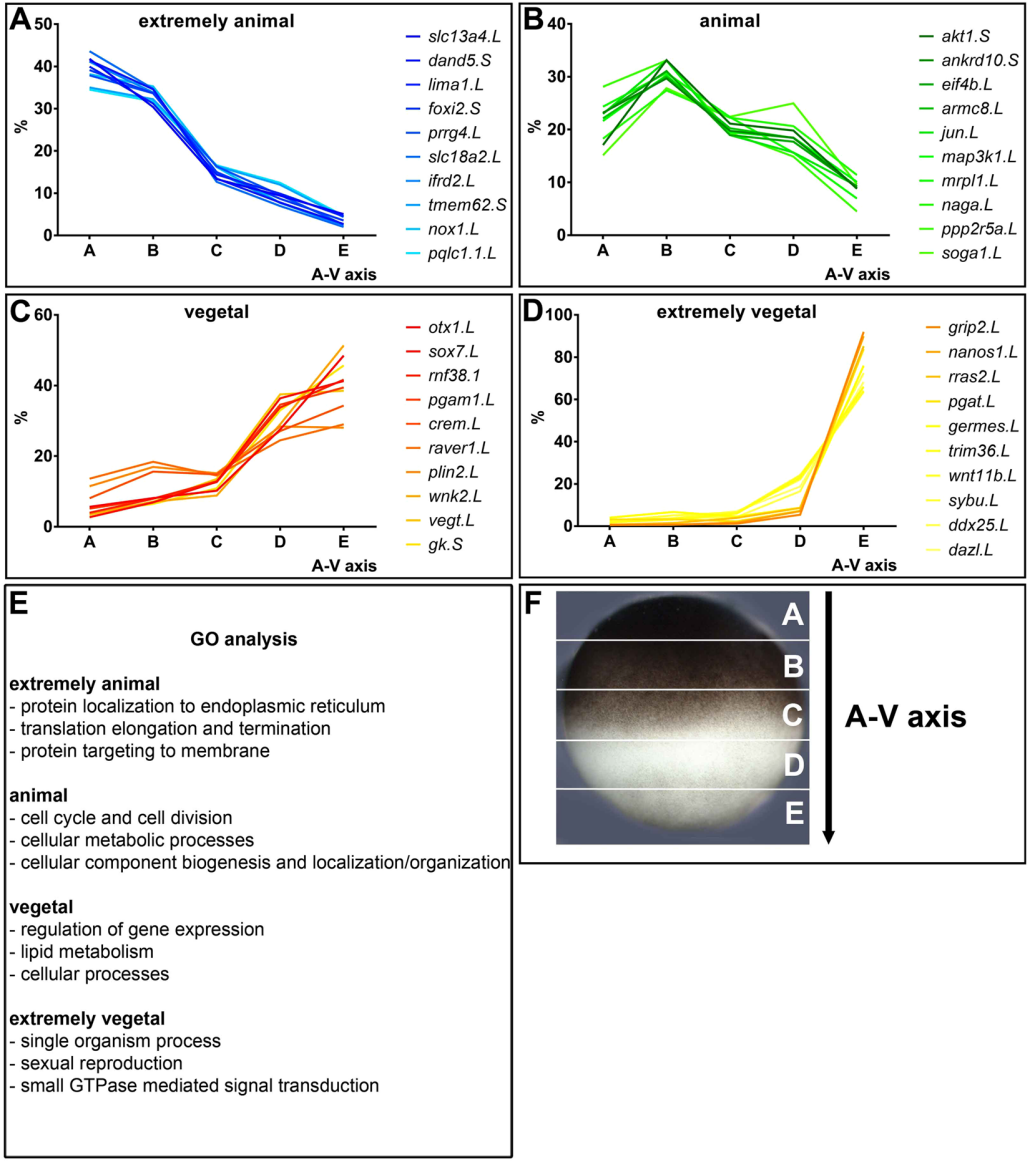
Intracellular profiles for selected extremely animal (**A**), animal (**B**), vegetal (**C**) and extremely vegetal (**D**) mRNAs. Predicted functions based on gene ontology (GO) analysis (**E**). Scheme of A-V sectioning (**F**).

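Of the genes shown in Fig. 2, 37 are listed in the files under the paper's names. *slc18a2.L* and *germes.L* are not listed under these names. All 9 extremely animal genes found fell in that category, with shares in A from 31.85% ± 0.94 (SD, n = 3) for *pqlc1.1.L* to 41.83% ± 3.81 for *ifrd2.L*. *slc13a4.L* had 41.01% ± 0.25 of its mRNA in A, *dand5.S* 41.82% ± 2.37 and *lima1.L* 39.33% ± 2.21, and in each of these the largest share lay in A in 3 of 3 replicates. All 10 animal genes had an animal profile. Of the 9 genes of Fig. 2C, *raver1.L* and *plin2.L* were vegetal, with 44.52% ± 4.76 and 43.45% ± 3.19 in E. The other 7 were extremely vegetal under the criteria, from *crem.L* with 50.72% ± 1.18 in E to *wnk2.L* with 67.94% ± 2.23. All 9 genes of Fig. 2D found were extremely vegetal, with E shares from 78.13% ± 3.12 (*sybu.L*) to 95.97% ± 1.6 (*grip2.L*). The paper lists *ifrd2*, *lima1*, *slc13a4*, *akt1*, *vegt*, *nanos1* and *rras2* among the RT-qPCR markers for its normalization. Shares of these genes are therefore not independent of the size factors, and their categories are no separate check. Counts over the 15 libraries ranged from 839 for *jun.L* to 65654 for *wnk2.L*. Among the genes of Fig. 2D found, the total-RNA factors of Supplement Table 7 moved the E shares most. That of *sybu.L* went from 78.13% to 39.71% and that of *trim36.L* from 79.72% to 42.05%. For some genes of Fig. 2A, RT-qPCR factors without the extremely animal markers moved the A share more. For *lima1.L* it was 36.13% with these and 36.94% with the total-RNA factors. Segment factors fitted to Supplement Tables 1 and 2, chosen after seeing the data, placed 36 of the 37 in the category of Fig. 2.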

### Intracellular distributions of proteins

Deep proteome analysis identified more than 3409 maternal proteins in the *X. laevis* eggs. 9.4% were classified as animal, 22.3% were vegetal, 43.1% showed even localization. Even though our criteria were defined to determine maximum protein profiles with clear trends, low resolution and reproducibility of proteome analysis resulted in the remaining 25.2% of the proteins referred to as having “other profile” (Fig. 1C).

### Intracellular distributions of lncRNAs

LncRNAs were categorized using the same criteria as for the mRNAs. In total, 247 lncRNAs were identified in the mature *X. laevis* eggs based on lncRNA prediction from *de novo* transcriptome analysis. 4.9% of those showed the extremely animal, 55.1% the animal, 4.0% the vegetal, and less than 0.8% showed the extremely vegetal profile (Fig. 1D).

### mRNA gradients in the blastula stage

Using qPCR tomography, we found that the localization profiles for genes with animal polarization, represented by *actb*, *clic5* and *dicer1*, in the egg become uniform across the embryo at blastula stage (Fig. 3A). This contrasts the profiles of actively transported genes, such as the extreme animal and vegetal RNAs, that remain asymmetrically distributed across the embryo in later stages (Fig. 3B).

**Figure 3:**
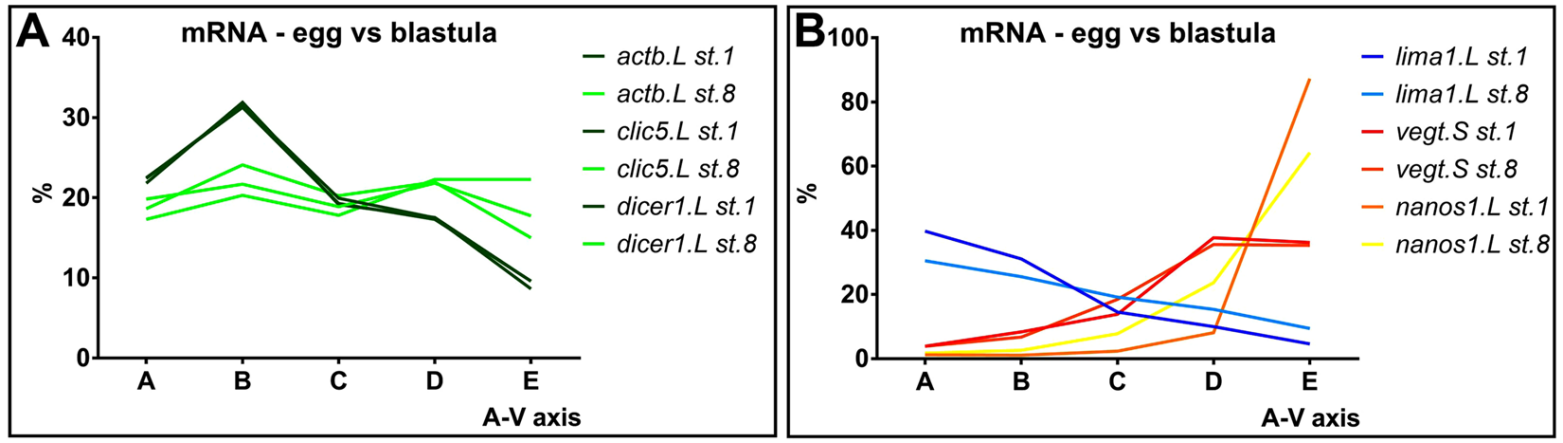
Animal mRNAs become evenly distributed along the A-V axis at blastula stage (**A**), while extremely animal, vegetal, and extremely vegetal mRNAs remain asymmetrically distributed at blastula stage (**B**).

### Localization motifs

3′UTRs among the extremely animal, vegetal, and extremely vegetal mRNAs were analyzed for consensus sequences that could serve as localization motifs using the analysis packages MEME, GIBBS, and DREME. In total, 27 tentative animal motifs for extremely animal mRNA localization, 41 tentative vegetal motifs for vegetal, and 41 for extremely vegetal localizations were found (Figs 4 and 5, respectively). Cluster analysis to identify related motifs and to reduce the number of variants into families was performed and resulted in 8 families of motifs for the extremely animal mRNAs and 14 families for the vegetal and extremely vegetal mRNAs.

**Figure 4:**
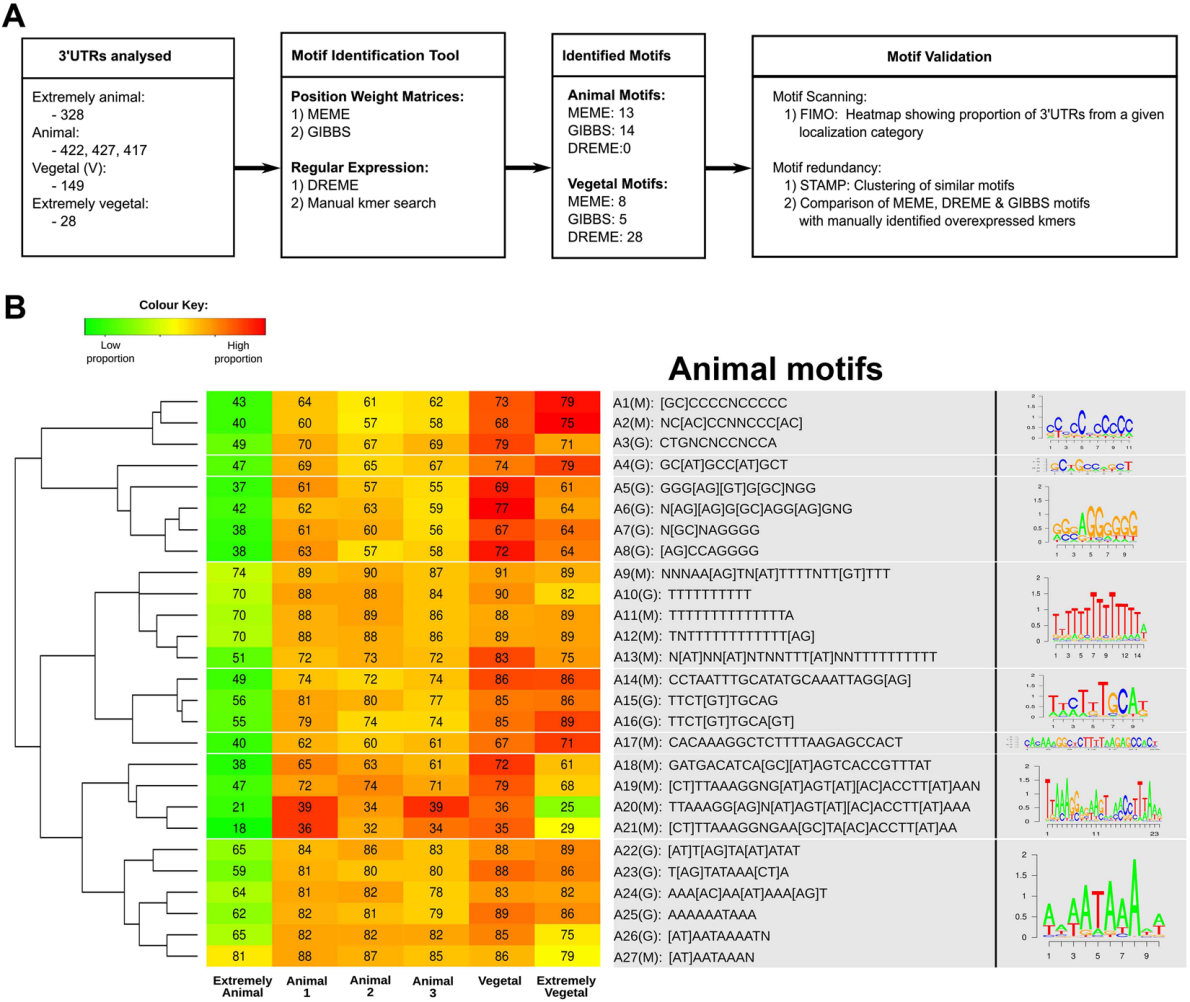
Scheme for the identification of localization motifs (**A**). Cluster analysis of the animal localization motifs identified using MEME (A1M-A27M) and GIBBS (A3G-A26G). Heatmap indicates the proportion of motifs and the numbers the percentage of the 3′UTRs that contains the motifs (**B**).

**Figure 5:**
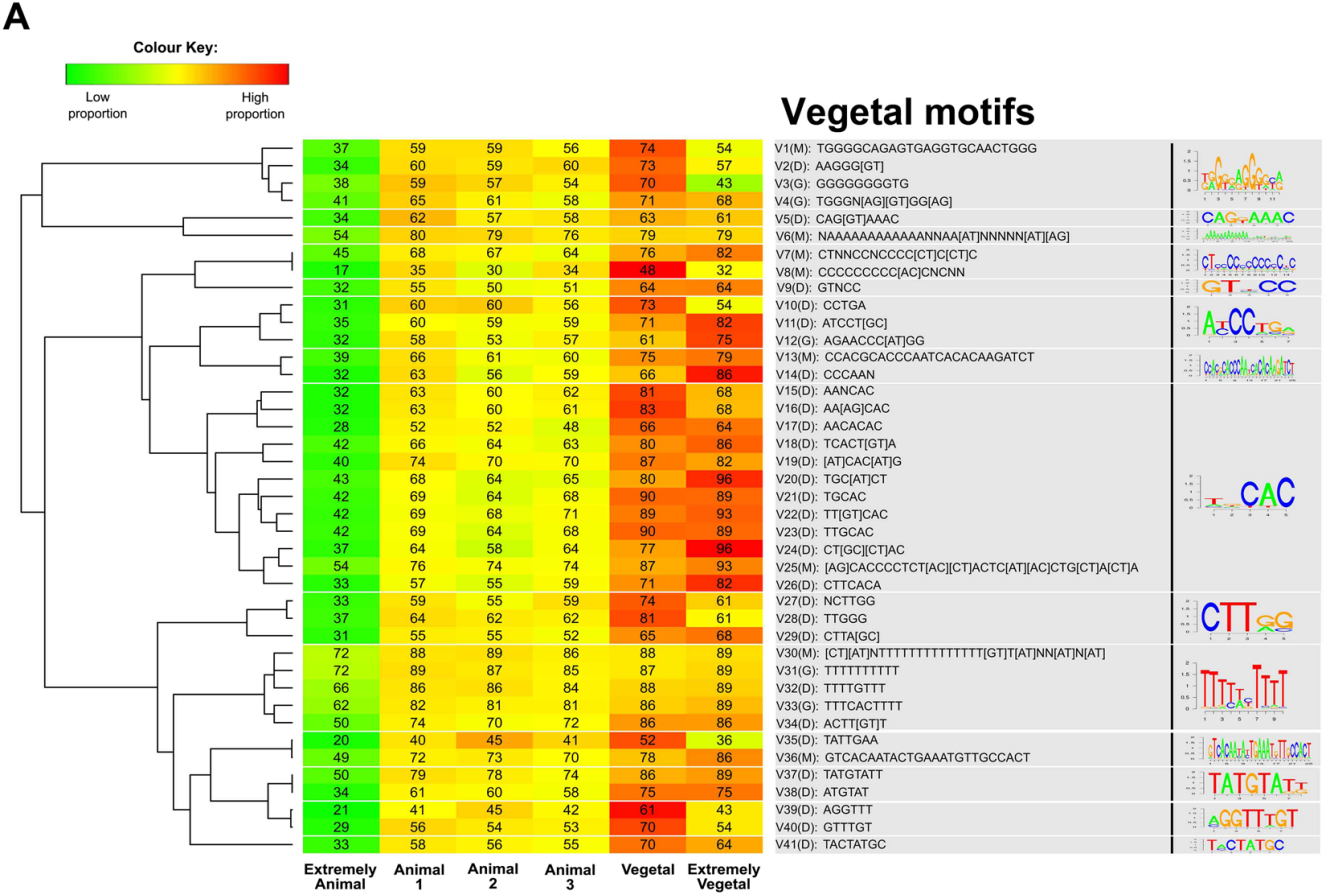
Cluster analysis and motif validation for the motifs behind vegetal localization identified using MEME (V1M-V36M), GIBBS (V3G-V33G) and DREME (V2D-V41D). Heatmap indicates proportion of motifs and numbers reflect percentage of 3′UTRs containing at least one copy of a motif (**B**).

### Animal localization motifs

Among the animal motifs, three families contain uniform sequences of either long poly-C (A1-3), poly-U (A9-13), or G-rich motifs (A5-8). Four families contain long and rather variable sequences: GC[AU]GCC[AU]GCU (A4), UUCU[GU]UGCA (A14-16), CACAAGGCUCUUUUAA (A17) and UUAAAGG (A18-21), and the last family contains a highly conserved AAUAAA sequence (A22-A27). FIMO analysis compared the number of genes per localization category that contains at least one copy of the motifs and found that none of the animal motifs were enriched in the extremely animal localization category.

### Vegetal localization motifs

Vegetal motifs were clustered based on sequence conservation into 14 families. Four families contain either long uniform sequences G-rich (V1-4), poly-A (V6), poly-C (V7-8) or poly-U (V30-34). Ten families have short conserved sequences: CAG[GU]AAAC (V5), GUNCC (V9), A[UC]CC[AU] (V10-12), CCCAA (V13-14), CAC-rich (V15-26), CUU[GA][GC] (V27-29), UA[CU]UGAA (V35-36), UAUGUA (V37-38), AGGUUU (V39-40) and UACUAUGC (V41). FIMO analysis revealed significant enrichment of most of the motifs in the 3′UTRs of the vegetal and extremely vegetal mRNAs.

### Kmer analysis

Kmers of three to seven nucleotides in length were analyzed for overrepresentation within the 3′UTRs of extremely animal, vegetal, and extremely vegetal mRNAs (Table 2). 54 and 62 3-mers were overrepresented (p = 0.001) among the animal and vegetal sequences, respectively. However, even though these 3-mers were overrepresented, their presence was not exclusive to any one localization category, rather they were found in several of the localization categories.

**Table 2:** Number of significantly overexpressed and unique kmers in the 3′UTR of genes from the animal and vegetal regions.

Kmer length	Significant Animal kmers			Significant Vegetal kmers		
	Over-represented	Unique to animal	Unique kmers found within the identified (MEME, DREME, GIBBS) motifs	Over-represented	Unique to vegetal	Unique kmers found within the identified (MEME, DREME, GIBBS) motifs
3-mer	54	0		62	0	
4-mer	154	1	ACCA	224	9	CTTA, GTTA, TAGA, ATAG, ACCT, GGCA, GTGC, TGGC, CTCA
5-mer	343	7	GATAA, TGGTG, GACTG, GACAA, TGTCC, TCATC	677	72	CCACT, TACTC, ATCAC, GCACC, TCCAC, TCACC, ACCCA, GCTCT, CCACA, CACCT, AGCCA, ACCTG, GCCAC, ACTCC, TTACC, GATCT, GATCA, GGGGA, TGATC, TAAGG, TACCC, GTCTC, GAGTC, GTCCC, TGGGT, CAACT, GGGTT, TGAAC, GTATG, GCCAT, GGTTA, GGGCA, ACAGC, GGCAG, ACAAC, TAGGG, CAGCC, GCTTC, ATCCC, GCAAC, ATGAC, AGATC, AGCCT, AGGTG, GGGTG, GGTAT, GTGAG, GGGCT, CATCC, GCTAA, GGTGC, GGGTA, TGAGG, GTTAG, GAGTG, GAGGT, CTATC, GATAG, GCCTC, CTAGG, GCTAG, CCGAA, CGATT, TCGGC, CGTAT, CACTA, CTCAC, ACTCA, GTCAC, CACTC, TCTCA, AGAGT
6-mer	1327	104		1458	196	
7-mer	5584	971		5263	717	

Nearly twice the number of 4-mers were overrepresented among vegetal compared to animal 3′UTRs (224 vs 154), out of which nine vegetal 4-mers were found only within the vegetal 3′UTRs, while one 4-mer was exclusive to the animal 3′UTRs. These are referred to as unique kmers for the particular localization category. Unique 4-mers overlap with the motif sequences identified from DREME, MEME, and GIBBS analyses. The largest difference between animal and vegetal kmer overrepresentation and uniqueness was among 5-mers. 343 5-mers were overrepresented in the animal 3′UTR, while 677 were overrepresented in the vegetal 3′UTRs. Only seven of the animal 5-mers and 72 of the vegetal 5-mers were unique to the animal and vegetal 3′UTRs, respectively. Comparison with the motifs identified by DREME, MEME and GIBBS (Figs 4 and 5) found six out of the seven animal 5-mers and all of the 72 vegetal 5-mers. There was minimal difference in overrepresentation or uniqueness among 6- and 7-mers.

### Detailed analysis of motif location in 3′UTRs and frequency dependence on motif length

The positions of a few selected vegetal motifs were extracted from the FIMO analysis and plotted onto the relevant 3′UTR sequences to compare the motifs between the three extremely animal (*lima1*, *dand5*, and *ifrd2*) and the three extremely vegetal mRNAs (*ddx25*, *grip2*, and *nanos1*) with the steepest localization profiles (SFig. 3A). Selection of representative genes was based on either the similarity of their UTR lengths to that of the mean UTR length of their given profile or the fact that they represented well characterized genes with previously described localization profiles. Overall, the extremely vegetal mRNAs show higher prevalence of localization motifs than the extremely animal mRNAs, suggesting that the 3′-UTR sequence features may overall be more important for vegetal localization, but the results are gene dependent implying other factors are contributing to the polarization.We also tested the importance of the lengths of the motifs, comparing the frequencies of the vegetal motifs CAC-rich and A[UC]CC[AU]. In this comparison, we found no difference in enrichment between the given (5-mer) motif and longer forms.

### Homoeologous mRNAs

*Xenopus laevis* is an allotetraploid with more than 56.0% of its coding genes existing as homoeologues^30^. The maintained homoeologous chromosomes, which represent the remnants of the two ancestral subgenomes, can be distinguished easily by their differing lengths and are referred to as either L (long chromosomes) or S (short chromosomes). The L and S forms of the homoeologous genes can usually be annotated based on single nucleotide polymorphism present in their coding sequence^30^. The high read depth of our Tomo-Seq methodology allowed us to discriminate between the two variants. 

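The counts used here separate the L and S forms only as far as reads align to a single place. In the authors' counting, reads that aligned to more than 1 place were set aside, from 634973 in segment A of replicate 3 to 4750875 in segment B of replicate 3, beside 1448542 and 15191780 reads counted on genes. Reads that overlapped more than 1 gene were set aside as well, from 15353 to 152153 per library. How many of them came from homoeologues is not known from the counts. In a simulation with the depths of these libraries and a 3-fold change of the L form in D and E, 200 of 200 changed pairs were recovered, with 10 false calls. Counts of L and S were drawn separately there, with no reads shared between them. The simulation therefore bears on the test of the ratio, and not on whether reads of the forms are told apart. Leaving out replicate 2, which holds the only deep library of segment A, changed the result most: 764 pairs had an L to S ratio that differed between segments, against 1360 with all replicates. The paper reasons that its read depth sufficed to tell the homoeologues apart.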

In total, 3500 pairs of homoeologous maternal mRNAs were identified in the *Xenopus* egg. 

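Both forms of 5145 homoeologue pairs had an average normalized count of at least 15, where a pair is a symbol that the annotation lists with both L and S. Across replicates left out in turn the number was 5144 to 5151. It was 4493 with a minimum of 50 counts and 8454 without any minimum.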

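Classified by Table 1, the L and S forms fell in the same category in 4241 of the 5145 pairs (82.43%). In the replicates taken singly, 73.14%, 80.25% and 71.97% of the pairs shared a category. The size factors affected this share most: it was 58.06% with edgeR's TMM factors and 97.81% with the total-RNA factors of Supplement Table 7. The paper takes the large majority of pairs with a shared profile as evidence that the localization motif or mechanism is conserved between homoeologues.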

97.0% of these shared the same localization profile (Fig. 6A), indicating that the localization motif/mechanism for these homoeologues are still conserved. The remaining 3.0% showed contrasting localization profiles, with only a few of these showing diametrically opposite profiles, for example one being vegetal/extremely vegetal while the other is animal/extremely animal (Supplement Table 2).

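The 2 forms fell in different categories in 904 pairs (17.57%). In 389 of these, one form was animal and the other extremely animal, and in 374 one form met no criterion of Table 1. Opposite profiles, with one form vegetal or extremely vegetal and the other animal or extremely animal, were found in 127 pairs, with the L form vegetal in 78 and the S form in 49. The replicates taken singly gave 119, 136 and 128 opposite pairs, so this number varied much less than that of all differing pairs (1382, 1016 and 1442). The total-RNA factors lowered these numbers to 112 differing and 22 opposite pairs. Dropping the count minimum raised them to 3123 and 625 among 8454 pairs.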

**Figure 6:**
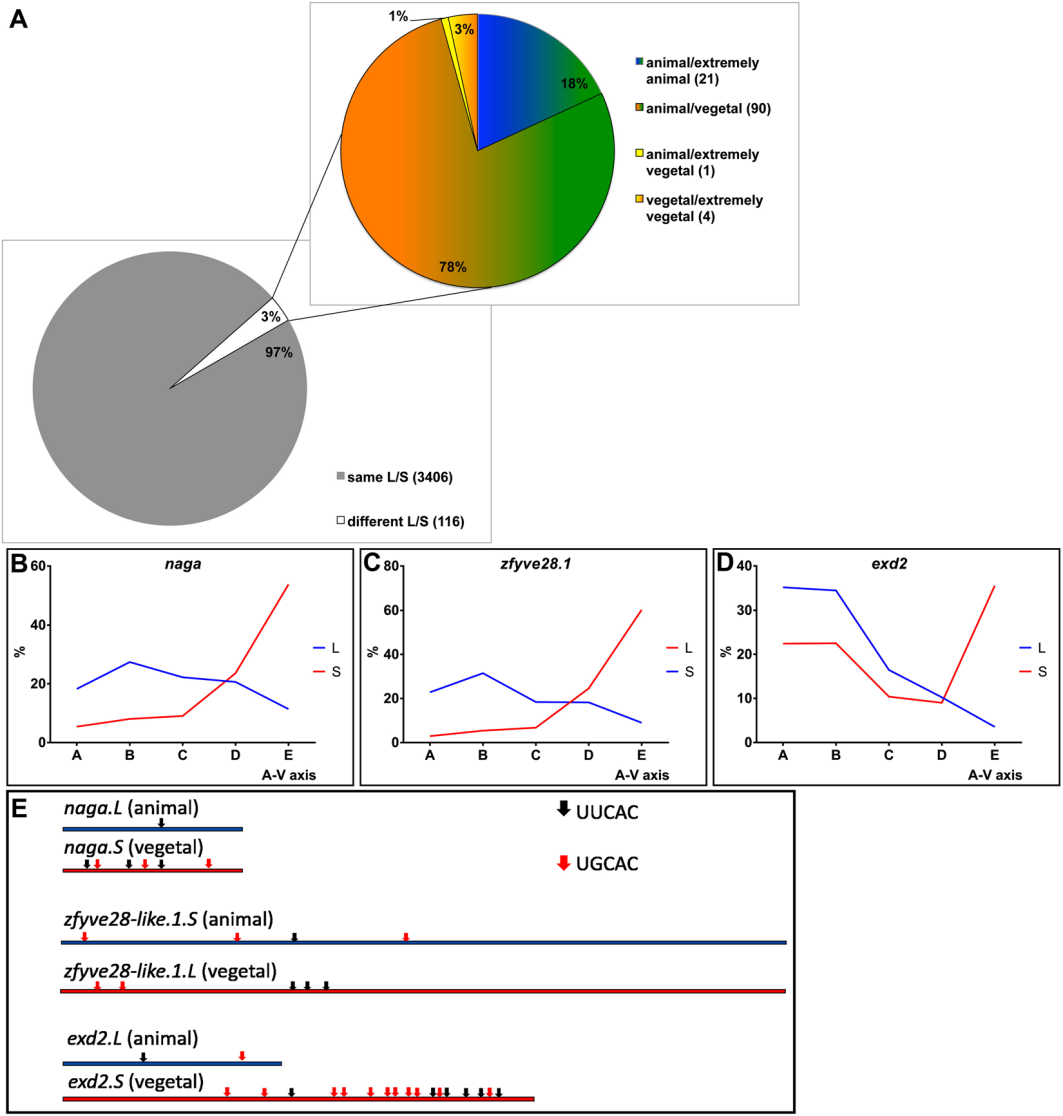
Analysis of homoeologous genes that show contrasting polarization. Out of more than 3500 homoeologous maternally expressed genes less than 100 showed different localization of its L and S versions. (**A**) Localization profiles of the L and S versions of *naga*, *zfyve28* and *exd2* (**B**–**D**). Presence of vegetal localization motifs UUCAC and UGCAC in the 3′UTRs of *naga*, *zfyve28* and *exd2* (**E**).

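The categories of L and S depend on the normalization between segments, but the ratio of L to S counts within a library does not. The ratio was tested in the 5145 pairs with an edgeR quasi-likelihood model with a term for each library. It differed between the 5 segments in 1360 pairs at an adjusted p under 0.05, and with a replicate block in 1606. In 116 of the 1360 pairs the share of segments D and E differed by at least 20 percentage points between L and S, and with the block the number was 116 as well. Among pairs with the same direction in every replicate, the largest differences were those of *ppp1r2* (62.33 points, SD 2.22, adjusted p = 5.8e-16 from edgeR), *zfyve28-like.1* (58.4 points, SD 3.04), *cnppd1* (56.28 points, SD 3.66), *tex15* (52.44 points, SD 7.64) and *c9orf89* (51.11 points, SD 2.75). In all 5, L was the vegetal form. Supplement Table 2 lists 331 pairs with both forms, in different groups by the paper's own assignment in all 331. Of these, 317 could be tested here, and 214 had an L to S ratio that differed between segments. Leaving out replicate 2 changed the number with a differing ratio most, to 764.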

Three homoeologue pairs that showed contrasting localization profiles: *naga*.(*L/S* -Fig. 6B), *zfyve28-like1*.(*L/S* - Fig. 6C), and *exd2*.(*L/S* - Fig. 6D) were selected for more detailed sequence analysis (Fig. 6E). 

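The 3 pairs of Fig. 6 were compared by the share of their mRNA in segments D and E, with 3 values per form, 1 from each replicate. For *naga* the L form had 38.61% ± 0.92 (SD, n = 3) and the S form 83.65% ± 2.42. For *zfyve28-like.1* the L form had 90.79% ± 1.92 and the S form 32.38% ± 1.42. For *exd2* the L form had 16.26% ± 1.75 and the S form 58.13% ± 3.29. In each pair the forms did not overlap, with gaps of at least 41.29, 55.35 and 36.92 points between the closest replicates (exact permutation test, p = 0.1, the smallest that 3 values against 3 allow). The L and S shares come from the same blocks, and this test ignores that pairing. The L to S ratio, which needs no normalization between segments, differed between segments with adjusted p = 7.0e-21, 7.6e-22 and 4.1e-28 from edgeR's quasi-likelihood test. In segment E alone, *naga.S* had 68.97% ± 7.04 of its mRNA, *zfyve28-like.1.L* 75.36% ± 3.17 and *exd2.S* 51.54% ± 2.79. The forms had between 3341 (*naga.L*) and 35040 (*exd2.S*) counts over the 15 libraries. The total-RNA factors moved *exd2* most, from a difference of L minus S in the mean profile of −41.97 to −15.85 points. The paper selected these pairs for their contrasting profiles and went on to compare their sequences.

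**Figure D3:**
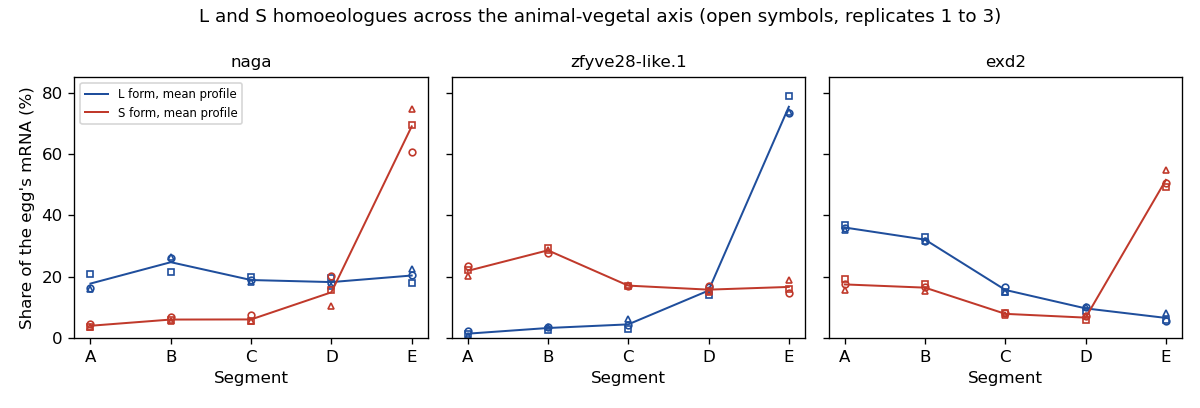
Share of the egg's mRNA (%) in segments A to E for the L (blue) and S (red) forms of *naga*, *zfyve28-like.1* and *exd2*, with lines for the mean profile and open symbols for replicates 1 to 3. In segment E, *naga.S* lies between 60.65% and 74.57%, *zfyve28-like.1.L* between 73.22% and 78.95% and *exd2.S* between 49.26% and 54.62%.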

For each of those pairs we found a much higher variation in the 3′UTR than in the coding region. Analysis of the presence and amount of the vegetal localization motifs UUCAC and UGCAC within the 3′UTR of these genes, showed that the UUCAC motif is present in at least 3-fold higher abundance in the vegetal localized version of the gene compared to the animal localized version. This is also observed for the UGCAC motif, where an even higher enrichment was observed in the 3′UTR of the vegetal localized version of the genes *naga* (3:0) and *exd2* (11:1) but slightly opposite for *zfyve28-like1* (2:3).

### Protein distribution

Deep proteome quantitative profiling was performed along the animal-vegetal axis of the *Xenopus* egg divided into four segments, Fig. 7A, as described in Materials and Methods. Resolution, sensitivity and dynamic range were sufficient to categorize the proteins as animal, vegetal, or even, but we could not positively identify extreme polarizations. The proteins were categorized based on the measured profiles as: (1) animal, characterized by most of the protein (>50%) being localized to segments A and B; (2) even, protein amounts show minimal variation across segments; (3) vegetal, characterized by most of the protein being present in segments C and D. Proteins that did not meet any of these criteria were classified as having “other” profile.

**Figure 7:**
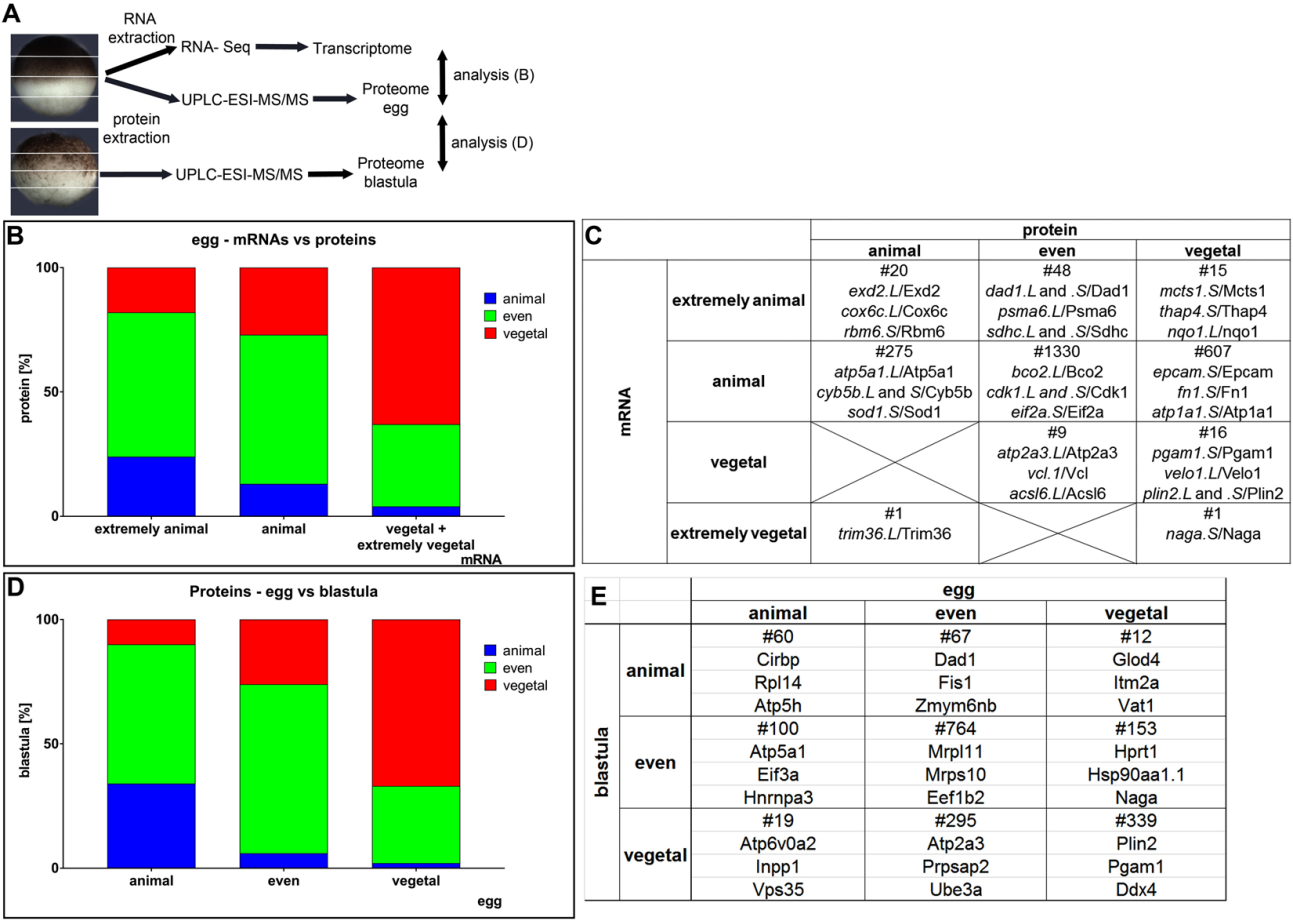
Proteome profiling along the A-V axis of *Xenopus laevis* eggs. Schematic showing the experimental design (**A**). Protein localization and comparison with mRNA (**B**). Selected candidates with similar/different localization at mRNA/protein levels with known interesting biological functions (**C**). Comparison of protein localization at egg and blastula (**D**). Examples of egg and blastula specific proteins (**E**).

Two developmental stages: egg and blastula, each measured in biological triplicates, were compared. The protein localization profiles for the egg are shown in Fig. 1C. In total 3409 proteins were identified in at least two replicates of the egg samples, and 3145 proteins in at least two replicates of the blastula samples. The egg and blastula stages shared 2827 proteins (Supplement Table 3). 9.4% of the proteins in the egg showed animal, 43.1% showed even, and 22.3% showed vegetal profiles. Proteins in the blastula stage showed in 6.3% animal, in 39% even, and in 27.2% vegetal profiles.

Egg protein localization profiles were compared to the profiles of the corresponding mRNAs (Fig. 7B). For the egg samples: 24.1% of the proteins coded by extremely animal mRNAs displayed an animal protein profile, 57.8% even protein profile, and 18.1% a vegetal protein profile. Proteins derived from animal mRNAs were mainly evenly localized (60.2%), with smaller numbers classified as vegetal (27.4%) or animal (12.4%). Proteins coded for by vegetal mRNAs most often showed a vegetal profile (63.0%), some showed even (33.3%), and only 3.7% showed animal polarization. Three genes were selected from each category for illustration of the measured data (Fig. 7C). Interestingly, for about 10% of the identified proteins (223), the corresponding mRNAs were not present in the Tomo-Seq data (Supplement Table 4). 

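Supplement Table 4 gives 222 entries in its sheet of proteins without a corresponding mRNA. For 191 of them at least 1 of the listed identifiers is a gene in the count files, and 31 could not be matched by name. For 109 of the 191 (57.07%), no listed gene reached an average normalized count of 15, and the median of the highest average over the 191 was 7.25. The other 82 had a gene with an average of at least 15, and 35 had one of at least 50. The highest was the entry with Xelaev18002841m, *flnc.S* and *flnc.L*, in which Xelaev18002841m had 2922.94 normalized counts. Counting an mRNA as absent only where there was no count in any library left 24 entries, the largest change of the readings tried.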

12.0% of the proteins with undetected mRNAs were animally localized, and 53.0% of the proteins without corresponding mRNAs were vegetal and included parts of complement, apolipoproteins, and other developmentally important genes. These data suggest that these proteins were produced already during oocyte maturation and do not need to be replenished. The mRNAs coding for these proteins have been degraded.

Deep proteome spatial analysis was performed also on blastula embryos (stage 8) and compared to the egg data (Fig. 7D). 33.5% of the egg animal proteins remain localized animally, while 55.9% have even distribution. Only 10.6% of the proteins produced a vegetal profile. Proteins showing an even profile in the egg remain even in 67.9% of cases, become vegetal in 26.1% of cases and were animal in 6.0 % of cases at the blastula stage. Vegetal proteins in the egg remain vegetal in 67.2% of the cases in the blastula stage, are localized animally in 2.4% and evenly in 30.4% of the cases. Animal profiles were shared for several ribosomal proteins, even profiles were shared for the chaperonin complex components, mitochondrial ribosomal proteins, heat shock proteins, proteasome subunits, some ribosomal proteins, and elongation factors, and vegetal profiles were shared for several important proteins including Plin2 and members of Cathepsin family. 582 of the proteins found in the egg were not seen in the blastula stage and include, for example, maternal Velo1, while 318 proteins were unique for the blastula samples and include, for example, animal Sumo3 and vegetal Zfyve28-like (Supplement Table 5). Three selected proteins from each category are presented in more detail in Fig. 7E.

## Discussion

Biomolecules such as non-coding RNAs, mRNA, and proteins have important functions as cell fate determinants during embryogenesis. Here we have performed the first exhaustive study of the global mRNA, lncRNA and protein intracellular profiles within the *Xenopus laevis* egg and measured profiles in the blastula stage.

In a previous study using RT-qPCR, we identified three distinct intracellular profiles: animal, vegetal and extremely vegetal, for a small set of mRNAs^28^. The global profiling performed here using RNA-Seq and UPLC-ESI-MS/MS suggests these profiles are universal for at least mRNAs and lncRNAs, and probably also for proteins, where uncertainty is higher due to lower resolution. In contrast to the historical view of a rather homogenous egg with minor active localization consisting of a few hundred RNAs, our data reveal a much more complex organization. Surprisingly, none of the mRNAs or lncRNAs showed exclusive localization to a region in the egg, and none showed even localization along the A-V axis. 

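Exclusive and even profiles were both looked for among the 17745 mRNAs with an average normalized count of at least 15. lncRNAs were not analysed here. The largest share in a single segment was 95.97% ± 1.6 (SD, n = 3) for *grip2.L* in E, which still had 68 counts in A. More than 90% in a single segment was reached by 6 genes, more than 80% by 20 and more than 50% by 147. At the other end, the smallest range between the segment shares was 2.58 percentage points, for *loc100491762.S*, a gene with an average of 33.79 normalized counts. Shares stayed within 5 points of each other for 27 genes, and the median range was 12.33 points. Differences between the 5 segments were found for 16413 genes by edgeR's F test with an adjusted p under 0.05, and for 16752 with a replicate block. Of the alternatives, edgeR's TMM factors changed that number most, to 4136 of 17436 genes. The paper concludes that neither exclusive nor even localization occurs, and ties this to gradients along the axis.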

This observation is in line with the traditional dogma of developmental biology that cellular determination during early development is caused by gradients of biomolecules along the developmental axis rather than by a biomolecule being exclusively present or absent in a particular region, which, as shown here, applies also for the egg itself. In *Xenopus laevis*, majority of RNAs, referred to as animal, are localized in the first third of the egg measured from the animal pole. 

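Segment B lies in this part of the egg, and 16232 of the 17745 genes had higher normalized counts in B than in D by edgeR's quasi-likelihood test, against 302 that were higher in D. With a replicate block the numbers were 16359 and 311. Over all 17745 genes the median share was 21.57% ± 1.55 in A (SD, n = 3 replicates), 27.46% ± 0.16 in B, 18.04% ± 0.59 in C, 16.04% ± 0.79 in D and 16.35% ± 2.81 in E. The median ratio of E to B differed between replicates, at 0.501, 0.579 and 0.703 in replicates 1, 2 and 3. Among genes changed alike in every replicate, *mprip.L* (log2 fold change of B over D 2.49, standard error 0.16, adjusted p = 7.7e-12 from edgeR) and Xelaev18000723m (2.4) were among the most animal, and Xelaev18019853m (−3.36), *nanos1.L* (−3.28) and *loc101732660.L* (−3.27) the most vegetal. How many genes are higher in B rests on the choice of size factors. With edgeR's TMM factors, 707 genes were higher in B and 1014 in D. With the total-RNA factors of Supplement Table 7, 17146 were higher in B and 185 in D. From the excess in the animal segments the paper concludes that most RNAs are localized near the animal pole.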

We have previously argued that the animal intracellular profile forms spontaneously through diffusion^18^. Hence, the majority of maternal RNAs remains in and around the germinal vesicle/nucleus where they were produced. Colocation of animal mRNAs and the nuclear region is here further supported by profiling data at later stages of development, where the concentration of animal mRNAs is proportional to the number of nuclei in the blastula. 

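The vegetal and extremely vegetal categories together held 465 genes, 320 and 145. The number was 385 with a minimum of 50 normalized counts and 3420 without any minimum, the largest change.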

Around 230 mRNAs form vegetal and extremely vegetal profiles^25,26,28,31^. Here, we discover a new localization category for mRNAs referred to as extremely animal. 

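Counted by the criteria of Table 1, 1412 genes were extremely animal, with a median share of 28.54% ± 1.07 in A (SD, n = 3 replicates). The number ranged from 1160 to 1887 with each replicate left out in turn, and was 1025 with a minimum of 50 normalized counts. The size factors moved it most, to 5135 with DESeq2's median-of-ratios factors and 72 with the total-RNA factors of Supplement Table 7. The paper treats these mRNAs as polarized towards the animal pole and its cortex, for later distribution to animal blastomeres.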

More than 400 mRNAs showed extreme polarization towards the animal pole and the animal pole cortex for subsequent distribution to animal blastomeres. The extremely animal category includes RNAs coding for transcription factors behind ectodermal tissue differentiation, such as Foxi2^32,33^, TGF-beta signaling inhibitor, and ectoderm determinant mRNAs including Dand5 (also known as Coco)^34,35^. *slc18a2* and *lima1* are also among the extremely animal mRNAs and are later found in tissues derived from ectodermal cells^26^. 

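In the files, *foxi2.S* had 39.41% ± 1.13 of its mRNA in segment A (SD, n = 3) and 15.24% ± 2.61 in D and E together. *dand5.S* had 41.82% ± 2.37 in A and 12.6% ± 2.41 in D and E, and *lima1.L* 39.33% ± 2.21 and 17.9% ± 1.9. In all of these, A held the largest share in 3 of 3 replicates. For *lima1* that is no independent result, since it was an RT-qPCR marker behind the size factors. The L form of *dand5* had an animal profile, with 28.48% ± 0.71 in A and 30.48% ± 0.5 in B. Its L to S ratio differed between segments with adjusted p = 4.0e-16 from edgeR's quasi-likelihood test. The name *slc18a2.L* is not listed in the files. Replicates left out in turn never moved the A shares of *foxi2.S*, *dand5.S* and *lima1.L* by more than the replicate SD. With the total-RNA factors *dand5.S* had 37.92% and *foxi2.S* 36.32% in A. The paper reasons that mRNAs of ectoderm determinants in this category fit the origin of the ectoderm in the animal part of the egg.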

Our finding is plausible considering that ectoderm is derived from the animal part of the egg. Our discovery of an extremely animal polarized RNA fraction suggests there is a yet undiscovered transportation mechanism active during oogenesis that generates this profile. Several laboratories have in recent years, published large-scale spatial expression analysis of *Xenopus* early development using egg pole segments^26,31^ and single cells from 8-cell stage^21^. Their findings of asymmetrically localized RNAs along the A-V axis overlap with our observations.

Localization mechanisms have been described for the vegetal and extremely vegetal mRNAs^8^. They involve RNA-binding proteins and transportation complexes with specific localization motifs, “zipcodes”, presumably located in the mRNAs 3′UTR. Identification of the vegetal localization motifs and understanding their mechanisms have been subject to intense research including functional experiments, but only a few motifs have so far been identified and the mechanisms behind them remain elusive. We performed extensive sequence analysis to identify novel localization motifs specific for the vegetal and extremely vegetal mRNAs. Using several advanced sequence analyses tools we have identified putative vegetal localization motifs, some of which contain previously described CAC-rich sequences^14^. Majority of vegetal motifs were overrepresented in the 3′UTRs of vegetal and extremely vegetal mRNAs compared to the animal mRNAs and even more when compared to the extremely animal mRNAs. This observation indicates their relevance for vegetal RNA localization. Our analysis of the 3′UTRs of the extremely animal mRNAs identified no enriched motifs, suggesting they may be in the 5′UTRs or in the coding regions or perhaps even in trans sequences. Extensive kmer analysis of 3′UTRs of extremely animal and vegetal + extremely vegetal RNAs revealed no differences for sequences containing 3, 6, and 7 bases, but several sequences containing 4 and 5 bases were overrepresented and even unique in the vegetal sequences. Majority of those sequences showed good overlap with motifs revealed by DREME, MEME, and GIBBS. This observation supports the idea that localization motifs for the vegetal and extremely vegetal mRNAs are in the 3′UTRs. The length dependence observed suggests the localization motifs are 4–5 bases long.

The localization elements in the 3′UTRs that we found contain the previously known CAC-rich motifs and our newly discovered localization motifs (listed in Results). The motifs are statistically significant suggesting they are important. However, we do not as yet know their function. Our data set is too small to assess the importance of motif length, motif sequence conservation, order, and frequency of the different motifs, and many other factors that may contribute to the localization signal such as secondary structure elements. Several putative hairpin structures were also found during motif analysis that are enriched in the vegetal, extremely vegetal, and extremely animal categories (data not shown), and could perhaps be of importance.

Another known mechanism behind asymmetrical cell division is spatially regulated mRNA translation and mRNA degradation. Analysis of translation and stability regulatory sequences in *Xenopus* 3′UTRs revealed nearly universal presence, with few exceptions. However, limited database sources and depth of analysis make any prediction unreliable. Small noncoding RNAs such as miRNAs could also act as guides for specific mRNA degradation and they may silence translation. The activity of those mechanisms requires hybridization and depends on homology to form mRNA-miRNA duplexes. We performed miRNA localization analysis and found certain matches with mRNAs having the same localization, which suggests some miRNAs may be involved in spatial regulation of mRNAs during early development^18^. However, miRNA analysis remains challenging in *Xenopus*, because of the still incomplete annotation of noncoding RNA sequences and poor knowledge about the complex network of miRNA binding targets.

RNA profiles along the A-V axis have been known for many years. Here, we complement the earlier data with global profiling of lncRNAs and proteins. Global proteome mapping of oocytes and early-stage embryos is challenging because ~90% of the protein by weight is yolk. Our sample preparation has been optimized to decrease the yolk protein concentration, followed by extensive peptide prefractionation prior to MS. Nevertheless, low abundant proteins are challenging to detect, and many transcription factors important for the determination of the developmental plan may have escaped detection. Among the proteins detected, we find some with distinct preferential localization to either the animal or vegetal hemispheres, but for most proteins localization is unclear. For more than 70% of the egg proteins for which we conclude localization and know the localization of its mRNA, we find correlation: animal mRNA and animal protein, vegetal mRNA and vegetal protein, animal mRNA and even distribution of proteins. The latter is considered correlation, as the differences between protein profiles are not as dramatic as those for mRNAs, and many of the proteins found evenly distributed were probably produced from mRNAs with the spontaneous animal polarization arising by diffusion from the nuclei. The correlation between mRNA and protein localization in the egg suggests that mRNA is synthesized in the nuclei, transported, and then translated. In this scenario, the mechanisms leading to localization act on mRNA rather than protein. A similar mechanism has been described in the oocyte and early embryo of *Drosophila*^36,37^. For the remaining proteins, localization does not match that of their mRNA, but only two proteins show opposite profiles to those of their transcripts: *mcts*/Mcts1 (protein vegetal and mRNA extremely animal) and *trim36*/Trim36 (protein animal and mRNAs extremely vegetal). 

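Of the transcripts named, *mcts1.S* had 29.49% ± 1.45 of its mRNA in A (SD, n = 3) and 26.42% ± 1.34 in B, with the maximum in A in 2 of 3 replicates, over 5939 counts in all libraries. *trim36.L* had 79.72% ± 4.23 in E and 1.07% ± 0.18 in A, over 37888 counts, with the maximum in E in 3 of 3 replicates. Under Table 1 these profiles are extremely animal and extremely vegetal. The total-RNA factors moved *trim36.L* most, to 42.05% in E. The protein profiles were not analysed here. The paper contrasts the mRNA profiles with those of the proteins and calls the pair of genes the only opposite cases.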

We are unsure as to the underlying mechanism that is contributing to these contrasting profiles for those unique cases. Differences in RNA/protein localization could be caused by active transportation of protein or RNA molecules after translation, alternatively RNA molecules could be degraded after translation to control the level of a particular protein in the specific region or protein stability/function are controlled by external factors causing molecule asymmetry.

The correlation between protein and mRNA localization we observe for the egg is not maintained throughout development. Sun *et al*., measured expression for nearly 4,000 proteins at eight stages of development and found significant discordances between transcript and protein expression levels that varied across stages^7,38^.

It was observed that most homoeologous transcripts localize the same way within the *X. laevis* egg. 

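In 4241 of 5145 homoeologue pairs (82.43%) both transcripts fell in the same category of Table 1. Tested without normalization between segments, the L to S ratio did not pass the threshold in most pairs and differed between segments in 1360. Both counts depend on depth, since pairs past the threshold had a median average count of 488.96 for the weaker form and the other pairs 238.11. A pair below the threshold is therefore not shown to have equal profiles. DESeq2's likelihood ratio test gave 1195 pairs, edgeR's test with a replicate block 1606 and, the largest change, the fit without replicate 2 764. The paper reasons from the shared profiles that most homoeologous transcripts localize the same way.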

However, a few homoeologues were observed with diametrically contrasting profiles, for example the L and S forms of the *exd2* gene. 

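Opposite profiles were found in 127 of the 904 pairs whose forms fell in different categories. For *exd2*, the share of segments D and E was 16.26% ± 1.75 for the L form (SD, n = 3) and 58.13% ± 3.29 for the S form. The gap was at least 36.92 points between any replicates of the 2 forms. An exact permutation test, which ignores that L and S come from the same blocks, gave p = 0.1, the smallest 3 values against 3 can give. With the total-RNA factors the difference in the mean profile was −15.85 points in place of −41.97, the largest change. The paper presents the pair as a case of diametrically contrasting homoeologues.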

Orthologues of this gene have been previously described as a vegetally localized germ-plasm determinant and its product has been suggested to play a role in germ cell formation in both *Xenopus* and *Drosophila*, and mitochondrial translation in *Drosophila*^25,39^. Our results show that the transcripts of the *exd2.S* homoeologue are localized vegetally, while the *exd2.L* transcripts are located animally (Fig. 6D). 

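The *exd2.L* transcript had 36.02% ± 0.95 of its mRNA in A (SD, n = 3), 32.07% ± 0.82 in B, 15.68% ± 0.88 in C, 9.67% ± 0.6 in D and 6.56% ± 1.42 in E, which is extremely animal under Table 1. The *exd2.S* transcript had 51.54% ± 2.79 in E, but 17.48% ± 1.91 in A and 16.43% ± 1.16 in B, and only 7.89% ± 0.24 in C and 6.66% ± 0.67 in D. It met the extremely vegetal criteria, with the maximum in E in 3 of 3 replicates. Within each library, the ratio of *exd2.S* to *exd2.L* counts was 0.562 ± 0.022 in A (SD, n = 3), 0.593 ± 0.004 in B, 0.583 ± 0.041 in C, 0.798 ± 0.069 in D and 9.102 ± 0.907 in E. The rise in E was far above the spread between replicates, and the ratio differed between segments with adjusted p = 4.1e-28 from edgeR's quasi-likelihood test. The total-RNA factors lowered the share of *exd2.S* in D and E from 58.2% to 26.31%. With segment factors fitted to Supplement Tables 1 and 2, chosen after seeing the data, E held 34.69% of *exd2.S*, which then met no criterion of Table 1. From its own profiles the paper concludes that *exd2.S* is localized vegetally and *exd2.L* animally.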

Inspecting the genomic sequence data, we found that Exd2.S has lost a string of 30 amino acids, suggesting that the L and S versions may have diverged functions. Such sequence divergence is not uncommon for homoeologous or paralogous genes and have been previously documented^40,41^. Additionally, in yeast it has also been observed that duplicate genes may diverge to have different subcellular localization^41^. Research by Session, A. M and his colleagues found that the S chromosomes appear to have accumulated more mutations versus the L form, which consequentially resembles more the ancestral parental genome^30^. It is possible from our observation for the few genes that show contrasting localization profiles, that one form, perhaps the L form, has remained stable over time while the other, perhaps S homoeologue, has accumulated sufficient mutations to alter its subcellular location and possibly even its function (Fig. 8). Unfortunately, our quantitative protein data cannot distinguish between the two versions of Exd2, as only specific peptides coded by *exd2.L* were detected in addition to several peptides with shared sequences for Exd2.S and Exd2.L and we were unable to test this hypothesis on the protein level.

**Figure 8:**
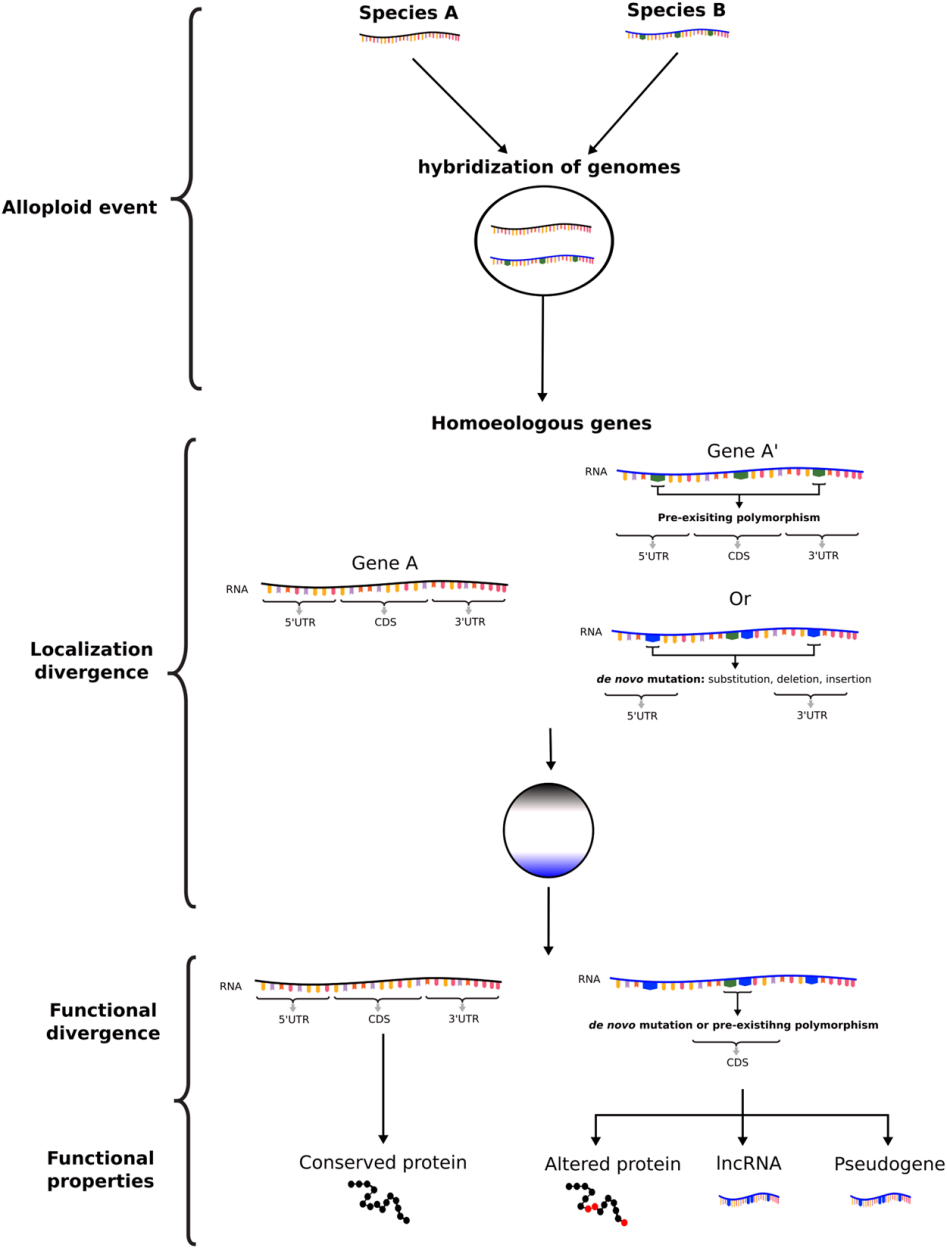
Scheme proposing altered gene function development based on species hybridization followed by asymmetric localization and modification of coding sequence.

## Materials and Methods

### Sample preparation for RNA-Seq

*Xenopus laevis* females were stimulated with 500 U of human gonadotropin and eggs were collected the following day. Jelly coat was removed by five minutes treatment with 2% cysteine. 20 eggs were embedded into a single block of optimal cutting temperature (OCT) medium. Using forceps, the eggs were oriented with the animal cap towards the top and then frozen using dry ice. The OCT blocks were incubated for 15 minutes in a cryostat chamber before fastening to the holder and processed into 30-μm sections. Sections were immediately collected into precooled tubes with seven consecutive sections per tube. On average, 35 sections were prepared from each egg block. Three blocks each containing 20 eggs were prepared from different females to serve as biological replicates. All experiments were approved by the animal committee of the Czech Academy of Sciences and were performed according to EU legislation (including animal handling guidelines and regulations).

Total RNA was isolated from each pool of seven sections using 500 µL of Trizol (Sigma-Aldrich) according to the manufacturer’s protocol, followed by LiCl precipitation to remove inhibiting substances. Absence of inhibitors was verified using an RNA spike (TATAA Biocenter). Total RNA concentration was determined with a NanoDrop 2000 (ThermoScientific) and the quality of the RNA was assessed using the Experion system (Bio-Rad, Fig. 1A). Ribosomal RNA was depleted with the GeneRead rRNA Depletion Kit (Qiagen) and libraries were prepared using SuperScript II Reverse Transcriptase (Life Technologies) and TruSeq RNA Sample Preparation v.2 kit (Illumina). Library quality was assessed using the Fragment analyzer (Advanced Analytical) and quantified by absorption (NanoDrop ND-3300). Library pooling and sequencing were performed at BGI (Shenzen, China) using HiSeq 2500 (Illumina), 50bp pair-end.

### RNA-Seq data processing

Ribosomal RNA sequences were removed using sortmerna (version 2^42^) and the SILVA rRNA database (version 119^43^). Low quality reads and adaptor sequences were removed using Trimmomatic PE^44^. Reads were aligned against the reference *Xenopus laevis* genome version 9.1 (Xla.v91.repeatMasked.fa, Xenbase) using STAR (version 2.4.2a^45^). Annotated reads were counted using htseq-count^46^ with the reference model XL9.1_annot_v1.8.1.primary.gff3 (Xenbase).

Differential expression profiles were analyzed with DESeq^47^ and DESeq2^48^. Standard normalization could not be used because the main assumption of RNA-Seq normalization method is the equal distribution of the majority of genes between samples. But, this is not valid for intracellular localization, so, we introduced a new normalization strategy based on RT-qPCR quantification of representative candidates (Supplement Table 7). 

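Supplement Table 7 gives a size factor per library for 13 marker measurements in segments A to D and for 4 in segment E. The mean factor over replicates was 0.4425 in A, 0.9346 in B, 1.1893 in C, 1.2327 in D and 1.0345 in E. Single markers ranged from 0.615 to 1.418 times the mean in A, and from 0.885 to 1.118 times the mean in E. The factor from total RNA in the same table was 1.072 times the mean of the markers in A, 0.794 in B, 0.89 in C, 1.023 in D and 5.291 in E. The counts behind the table, 240 marker counts and 15 gene totals, were identical to those in the files. The authors' normalized values were made with other factors, 0.9403 to 0.96 times those of the table in segments A to D and 1.0184 to 1.0359 times in E. Of the alternatives set for the size factors, edgeR's TMM and DESeq2's median-of-ratios factors changed the animal category most, leaving 1892 and 1796 genes in place of 15072. The total-RNA factors left 72 extremely animal genes in place of 1412 and 7 extremely vegetal genes in place of 145. The paper reasons that standard factors do not apply because most mRNAs are not equally distributed along the axis.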

Normalization to the whole egg content was used for RNA distribution profile determination and details are described in our previous paper^17^. Measured RNA-Seq profiles were divided into five groups: extremely animal, animal, vegetal, extremely vegetal, and ubiquitous based on previous findings^17^. RT-qPCR assays were designed for *vegt-a* and *vegt-b* (vegetal)*; actb* and *akt1* (animal); *nanos1* and *rras2 (*extremely vegetal); *ifrd2, lima1*, and *slc13a4* (extremely animal); and *clic5* (ubiquitous). Three eggs from a different female frog were cryo-sectioned and analyzed using RT-qPCR tomography (method details published in^28^). qPCR Cq values were converted to size factors and used to normalize RNA-Seq data (SFig. 1B–D, details in supplemental Excel file). Finally, results after normalization and distribution analysis using DESeq and DESeq2 were compared. Genes with an average normalized read below 15 were considered too low expressed to be quantified reliably and were removed from analysis.

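With the factors of Supplement Table 7, 17745 of the 45036 listed genes passed this minimum of 15, and 31408 had at least 1 count. Without it, 1144 genes were extremely vegetal in place of 145 and 2276 vegetal in place of 320. At a minimum of 50, 15313 genes remained, of which 114 were extremely vegetal and 271 vegetal.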

### Long noncoding RNAs (LncRNA) Identification

Bam files of aligned reads were merged using SAMtools (v. 0.1.19^49,50^) and then used for the generation of genome-guided *de novo* transcriptome. The *de novo* transcriptome assembled using Trinity (v2.3.2^51^, parameters –genome_guided_bam merged.bam –max_memory 120G –genome_guided_max_intron 50000 –CPU 12) was blasted against known annotated *Xenopus laevis* sequences (XL_9.1_v.1.8.3.2, blastn -query Trinity-GG.fasta -db XL_9.1_v.1.8.3.2_transcripts.fasta -out blastn.outfmt6 -evalue 1e-20 -max_target_seqs 1 -outfmt 6). Sequences that did not show significant hits or matched sequences with annotations starting with either “LOC”, “Xelaev” or “Xetrov”, were then blasted (using same criteria as above) against known long noncoding RNAs from *Xenopus tropicalis*^52^. Potential maternal lncRNAs were identified and their localization profiles were analyzed using the same parameters as for the localization analysis of mRNAs.

### RNA-Seq Data analysis

Eggs were sectioned and pooled into five segments designated A to E from the animal to the vegetal pole. Based on our previous results^17,18,28^ the following criteria were used to categories the intracellular profiles of mRNAs and lncRNAs: RNA-Seq data are available as GEO accession numbers (GSE104848).

Version 9.1 reference sequence for *Xenopus laevis* contains information about single nucleotide polymorphisms (SNPs) of homoeologous variants of the genes. The high quality and deep sequence coverage of our RNA-Seq data made it possible to distinguish RNAs produced from the long (L) and the short (S) chromosomes for homoeologous regions. Gene ontology was analyzed with WebGestalt^53^ using human gene symbols and genome reference.

### RT-qPCR

Ten nanograms of isolated total RNA was reverse transcribed into cDNA using SuperScript^TM^ III Reverse transcriptase kit (Invitrogen). The RNA was mixed with 0.5 µL of oligo-dT and random hexamers (mixture 1:1, 50 µM each), 0.5 µL of dNTPs (10 mM each), 0.5 µL of spike (TATAA Universal RNA Spike, TATAA Biocenter) and DNase/RNase free water to a total volume of 6.5 µL. The spike was included to test for unspecific bias in the quantification. The mixture was incubated for 5 min at 75 °C, 20 s at 25 °C followed by cooling to 4 °C for 1 min. 100 units of SuperScript III enzyme, 20 U of RNaseOUT (Invitrogen), 0.5 µL of 0.1 M DTT, and 2 µL of 5x First strand synthesis buffer were added to a final volume of 10 µL. The mixture was then incubated at 25 °C for 5 min, 50 °C for 60 min, 55 °C for 15 min, and 75 °C for 15 min. 50 microliters of water were added to the cDNA and the samples were stored at −20 °C. qPCR assays were designed using NCBI Primer-Blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast/). Amplicon length was set to 90–200 bp and Tm to 60 °C. Specificity of all assays was confirmed by melting curve analysis measured from 65 °C to 95 °C in 0.5 °C intervals. qPCR mix contained 5 µL of iQ™ SYBR® Green Supermix (Bio-Rad), 0.5 µL of forward and reverse primers mix (mixture 1:1, 10 µM each), 2 µL of cDNA and water to reach a final volume of 10 µL. qPCR was performed on a CFX384 cycler system from Bio-Rad. PCR conditions were: initial denaturation at 95 °C for 2 min, 40 repeats of denaturation at 95 °C for 15 sec., annealing at 60 °C for 20 sec and elongation at 72 °C for 20 sec.

### RNA-Seq data verification

qPCR tomography was used to validate the RNA-Seq data. We selected five coding homoeologous genes (minimal difference in coding sequences), which, in contrast to the majority of the homoeologues, showed different localization profiles (*ctsc*, *naga*, *ctdspl*, *zfyve28.1* and *exd2*). Two genes (*dand5-like.L* and *slc18a2*) that showed extremely animal localization (see below) were also included in the validation. Primers were designed targeting sequences rich in SNPs (SFig. 2B) to distinguish between the L and S form of the transcripts. Three oocytes from different females were cryo-sectioned as described above and processed with qPCR tomography (^21^, SFig. 2C–H). Another verification of our results can be found in the recent large-scale studies using whole mount *in situ* hybridization^26,31^ to determine localization along A-V axis of selected animally and vegetally enriched RNAs.

### Localization motif search and analysis

Multiple EM for Motif Elicitation (MEME) (ver. 4.11.2^54^, Discriminative Regular Expression Motif Elicitation (DREME) (ver. 4.11.2,^55^) and GIBBS Motif Sampler (ver. 3.10.001,^56^) were used to identify putative conserved motifs. The three tools use different pattern recognition algorithms to find motifs. MEME uses probabilistic, positional constrained and discriminative motif discovery, while DREME performs discrete motif discovery, and the GIBBS sampler probabilistic motif discovery^57^. MEME and GIBBS sampler are based on Position Weight Matrices (PWM), with MEME using a modified version of the expectation maximization (EM) algorithm^54,56^. DREME can find shorter nucleotide motifs with higher confidence than MEME^55^.

3′UTR sequences of mRNAs from each localization group were analyzed for conserved motifs. Motif discovery using MEME was performed with and without the use of a position-specific prior (psp). Each position-specific prior was generated using psp-gen from the MEME-Suite and utilized genes originating from the other localization categories to serve as control set^57^. MEME analysis with psp, searched motifs assuming that each gene may contain either none or at most one copy of the motif, while MEME analysis without psp assumed that the genes could harbor multiple copies of the motif. A maximum of five motifs (or three motifs in runs without the psp) were requested during the analysis of the sequences from each localization category, with each motif being between six and 25 nucleotides.

DREME is inherently limited to detect short (≤8 nucleotides) motifs. Genes from the other localization groups were used as controls, and the significance of the found motifs was estimated with the Fisher’s Exact Test. Motifs with e-values (the enrichment p-value times the number of candidate motifs tested) above 0.05 were excluded.

GIBBS Sampler was run using the Eukaryotic default parameters, which include a recursive sampling mode, searching for five different motif patterns, with a maximum of five sites per sequence. Searched motifs had expected widths of 10, 10, 8, 10, and 10 bases and were expected to occur 18, 12, 13, 10, and 10 times due to chance. Number of seeds was set to 10, reverse complement to FALSE, background model to TRUE, fragmentation to TRUE, and MAP maximization to TRUE.

GIBBS analysis was performed on 3′UTRs from 44 extremely animal mRNAs and from 9 extremely vegetal mRNAs. DREME and MEME analyzed 3′UTRs of 149 vegetal, 28 extremely vegetal mRNAs, and 328 extremely animal mRNAs.

Motifs found enriched in the 3′UTRs of mRNA sequences from the vegetal, extremely vegetal, and extremely animal locations were selected for further analysis. The tool “Find Individual Motif Occurrences” (FIMO) (ver. 4.11.2) was used to scan the sequences within each group to confirm the presence of the identified motif^58^. Motifs with p-values lower than 0.001 were considered significant. From the FIMO data, the proportion of mRNAs with at least one copy of the motif was calculated for each localization category and the relative occurrence of the motif within each category was determined and presented as a heatmap.

Motifs that were identified after analyzing either the extremely vegetal or vegetal genes were categorized as vegetal motifs while motifs identified from extremely animal and animal genes were categorized as animal motifs. Similarity between the members within each motif group was determined using the motif aligning tool called STAMP^59^. Sequence comparison and alignment were done using Pearson’s correlation, Smith-Waterman Ungapped Alignment and Iterative Refinement. The alignment was used to construct a dendrogram based on UPGMA (Unweighted Pair Group Method with Arithmetic Mean) which was then used to sort and cluster the motifs within the heatmap. The dendrogram was used to manually group similar motifs into motif families. The selected similar motifs were then rerun through STAMP to produce a consensus familial binding profile.

### Kmer analysis

Significantly overrepresented and unique kmers within each localization category were identified and used to verify significance of the MEME, DREME, and GIBBS derived motifs. The frequencies of the kmers’ lengths, ranging from three to seven nucleotides, were derived from the 3′UTRs of vegetal (156), extremely vegetal^28^, and extremely animal (356) genes using the software R version 3.3.2 (2016-10-31) along with the Biostrings package version 2.42.1^60^. Upper tailed Chi-squared analysis using a p-value of 0.001 was used as criteria to consider a kmer as being overrepresented taking into account the length of the analyzed 3′-UTRs (Equation 1 using parameters: n = number of genes per localization category, O = observed number of kmer, E = expected number of kmer, N = length of 3′UTR; A = number of types of nucleotide {A, T, G, C}; t = number of repeats of kmer (i.e: 1); k = kmer length).

$$\begin{array}{rcl}{x}^{2} & = & \sum \frac{{(O-E)}^{2}}{(E)}\\ df & = & n-1\\ E & = & (N-t\ast (k-1),\,t)/{A}^{(t\ast k)}\end{array}$$

The significantly overrepresented kmers were then further filtered to identify those that were exclusive for each localization category. The MEME, DREME, and GIBBS derived motifs were then cross-referenced against each significant unique kmer.

In total, we analyzed 328 3′UTRs for the extremely animal RNAs that had a combined length of 270 kbp, three groups of 422, 427, and 417 3′UTRs for randomly selected animal RNAs with combined lengths of 776, 736, and 743 kbp, respectively, 149 3′UTRs for the vegetal RNAs with a combined length of 309 kbp, and 28 3′UTRs for the extremely vegetal RNAs with a combined length of 46 kbp.

### Proteome extraction and preparation

In one set of experiments, *Xenopus laevis* eggs and blastula embryos (stage 8) were individually embedded into a drop of water and frozen using dry ice. The egg was first divided into animal and vegetal hemispheres, which were then cut in the middle using a razor blade to obtain quarters. This way variations introduced by sectioning were minimized. In subsequent experiments, cryostat sectioning was used. Sections obtained from 20 eggs and embryos were pooled for analysis and three biological replicates of each egg and blastula stage embryos were prepared.

Bottom-up proteomic sample preparation approach coupling NP40 extraction with filter aided sample preparation (FASP) digestion has been well established in previous study^7^. Although NP40 extracts only ~30 % of the protein (~35 µg/embryo) compared to SDS, it excels in discriminating against yolk proteins, which resulted in more proteins being identified and quantified^61^. We followed this method in our experiments, but with minor modifications. Each collection of sections (A to D) was suspended in 100 µl of mammalian cell-PE LB^TM^ buffer (NP40) (G-Biosciences, St. Louis, MO) containing protease inhibitor (EASYpacks, Roche, Indianapolis, IN), homogenized for 60 s and sonicated for 5 min twice on ice. The lysates were centrifuged for 10 min at 12 000 g and the supernatant was collected in a fresh tube for protein concentration measurement with the bicinchoninic acid (BCA) method.

20 μg of protein from each section was reduced with 10 mM dithiothreitol (DTT, Sigma–Aldrich) for 1.5 hour at 37 °C and alkylated with 20 mM iodoacetamide (IAA, Sigma–Aldrich) in the dark at room temperature for 30 min^61^. The alkylated proteins were then transferred to a Microcon® −30 centrifugal filter unit (Merck, Darmstadt, Germany) with a membrane for sample cleanup and protein digestion based on the filter aided sample preparation (FASP) protocol^62^. Briefly, the lysis buffer was first removed by centrifugation at 18 000 g for 40 min. The proteins on the membrane were then washed three times with 200 µL of 8 M urea via centrifugation at 18 000 g for 40 min each time, and three times with 200 µL of 20 mM NH_4_HCO_3_ (pH 8.0, Sigma–Aldrich) via centrifugation at 15 000 g for 20 min to remove the urea. Finally, 50 µL of trypsin in 20 mM NH_4_HCO_3_ (pH 8.0) at an enzyme/substrate ratio (m/m) of 1:30 was added to the membrane and vortexed for 3 min followed by protein digestion at 37 °C for 16 hours.

The digests were collected by centrifugation. To improve recovery, the membranes were washed twice with 50 µL of 20 mM NH_4_HCO_3_ (pH 8.0). The digests were then acidified with formic acid (FA, Sigma–Aldrich), followed by peptide desalting with C18 spin columns (Pierce Biotechnology, Rockford, IL).

After lyophilization, peptides from each section were labeled with ‘isobaric tags for relative and absolute quantitation’ (iTRAQ) 8-plex reagents according to the manufacturer’s protocols (AB Sciex, Foster City, CA) with minor modifications. The lyophilized digests were dissolved in 12 µL of 500 mM triethylammonium bicarbonate buffer (pH 8.5). 55 μL of isopropanol was added to each iTRAQ reagent vial, and 24 µL of iTRAQ reagent was added to the digests. After labeling at room temperature for 2 hours, 50 µL of 100 mM Tris-HCl buffer (pH 8.0) was added to the samples and incubated at room temperature for 40 min to quench the reaction. The labeled samples in each experiment were then pooled as follows. Experiment I (E1): two replicates of sections A to D from the oocyte; experiment II (E2): two replicates of sections A to D from the blastula; experiment III (E3) the third replicate of sections A to D from both the oocyte and blastula. The three tubes with the labeled digests (E1, E2 and E3) were lyophilized and desalted with Sep-Pak C18 1 cc Vac Cartridge (Waters Corporation, Milford, MA).

### Strong cation exchange liquid chromatography fractionation

The labeled digests (E1, E2, and E3) were fractionated with strong cation exchange (SCX) liquid chromatography using a Waters Alliance HPLC system (Waters, Milford, MA). 100 µL of labeled samples in 0.1% FA was loaded onto a Zorbax 300-SCX column (2.1 mm i.d. × 150 mm length, 5 µm particles, Agilent Technologies). The mobile phase gradient was generated using buffer A (10 mM KH_2_PO_4_, 20% ACN, pH 2.8) and buffer B (1 M KCl in A, pH 2.8). After loading, the sample was washed for 20 min with 100% buffer A to remove excess iTRAQ reagent. The peptides were separated by a 60 min linear gradient from 100% A to 100% B. The column was then washed with 100% buffer B for 10 min and equilibrated with 100% buffer A. Flow rate was 0.3 mL/min. Eluates from 23 to 83 min were collected as 1 min per fraction (total 60 fractions) and each was vacuum concentrated. Fifteen samples were generated by pooling every 15th fraction (i.e., fractions 1, 16, 31, and 46 were pooled to generate sample 1, *etc*.) to obtain similar amount in each sample and desalted with C18 ZipTip® (Merck, Darmstadt, Germany).

### UPLC-ESI-MS/MS analysis

Peptides were analyzed using a nanoRPLC-ESI-MS/MS system, which consists of a nanoACQUITY UltraPerformance LC® (UPLC®) system (Waters, Milford, MA, USA) and a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Chromatography was performed using a commercial C18 reversed phase column (Waters, 100 µm  × 100 mm, 1.7 µm particle, BEH130 C18, column temperature 40 °C). The emitter (Silica TipTM, New Objective, Woburn, MA) with a 20 µm inner diameter and 10 µm tip was employed for nanospray. Solvent A (0.1% FA in water) and solvent B (0.1% FA in ACN) were used to establish a 105 min gradient, comprised of 14 min of 2%, then 1 min of 2–8%, 84 min of 8–28%, 1 min of 28–80%, and finally maintained at 80% of solvent B for 5 min, with a flow rate of 0.7 µL/min. The column was equilibrated for 10 min with 2% of solvent B at 0.7 µL/min before analysis of the next sample.

The Q Exactive HF mass spectrometer was operated in positive mode. The electrospray voltage was 1.8 kV, and the ion transfer tube temperature was 300 °C. A top-ten data dependent acquisition method was used. Full MS scans were acquired in the Orbitrap mass analyzer over m/z 350–1800 with resolution of 60,000 and the number of microscans set to one. The target value was 3 × 10^6^ and the maximum injection time was 50 ms. The dynamic exclusion duration was 30 s. Higher-energy-collisional-dissociation (HCD) was performed at normalized collision energy of 32% and the activation time was set as 0.1 ms. The resolution of the MS/MS scan was set at 30 000.

### Proteome data analysis

Raw files were analyzed using MaxQuant (ver. 1.5.3.30). MS/MS spectra were searched against the protein reference database from *Xenopus laevis* genome 9.1 downloaded from the Xenbase website. The parameters for the database search were: reporter ion MS2 (iTRAQ 8plex) was set as sample type, oxidation (M) Acetyl (K), Acetyl (protein N-term), and deamination (NQ) were set as variable modifications, carbamidomethyl (C) was set as a fixed modification, trypsin as the specific digestion enzyme. A maximum of two missed cleavages was allowed. MaxQuant started with an initial search with a precursor mass tolerance of 20 ppm followed by main search with a precursor mass tolerance of 4.5 ppm and fragment mass tolerance of 20 ppm. The false discovery rate (FDR) was set to 0.01 for both peptide and protein identifications. Proteins quantified by the same sets of peptides were grouped and reported as one protein group. The protein group table was filtered to remove proteins quantified from the reverse database. All compared samples were measured in one run to avoid inter-run bias. The protein intensities were then normalized to an average protein level in each sample to remove inter-sample variation. Global mean normalization of proteome data was selected as the most reliable approach for our samples. Proteome data are available at ftp://massive.ucsd.edu/MSV000081646.

Proteins were divided into three localization groups (when at least two of the three biological replicates showed the same profile):

Localization was classified as animal when the protein was most abundant in segment A and the difference in amounts between segments A and D > 5%.

Localization was classified as even when the protein amount in each segment A-D was between 20–30% and the relative standard deviation across segments A - D < 5%, or when the protein is most abundant in segment B and there is more in segment C than in D (reflecting the mRNA animal profile).

Localization was classified as vegetal when the protein was most abundant in either segment C or D and the difference between segment C or segment D and segment A was >5%.

## Conclusions

We show that mRNAs, long non-coding RNAs (lncRNAs), and proteins have distinct intracelular distributions in the *Xenopus laevis* egg, being more abundant either at the animal or the vegetal side or rather evenly distributed with a small polarization towards the animal side due to asymmetric localization of the nuclei. Polarization of mRNAs and proteins correlate, suggesting mRNA is produced in the nuclei, polarized by one of several mechanisms, and thereafter translated producing proteins. The extremely animal and vegetal polarized molecules retain their distribution throughout cell division at least to the blastula stage. Vegetal mRNAs are presumably polarized through mechanisms that interact with short sequence motifs of 4–5 bases. Some of these motifs are CAC rich, as reported before, but there are also other motifs. The mechanism behind the animal polarization of mRNAs remains unknown. Homoeologous variants of genes generally show the same intracellular profiles, validating our approach as internal controls. However there are rare exceptions, where homoeologous genes have acquired mutations that lead to opposite polarization within the egg and presumably different distribution across blastomeres during early stage development, and possibly having different biological functions. This behavior of homoeologous genes may be a novel mechanism of genetic evolution.

## Electronic supplementary material

Supplement dataset 1

Supplement dataset 2

Supplement dataset 3

Supplement dataset 4

Supplement dataset 5

Supplement dataset 6

Supplement dataset 7

Supplement Figures

# Supplementary material for: Asymmetric distribution of biomolecules of maternal origin in the Xenopus laevis egg and their impact on the developmental plan
**Source:** Sci Rep. 2018 May 29;8:8315. doi: 10.1038/s41598-018-26592-1

**Asymmetric distribution of biomolecules of maternal origin in the *Xenopus laevis* egg and their impact on the developmental plan**

Radek Sindelka, Pavel Abaffy, Yanyan Qu, Silvie Tomankova, Monika Sidova, Ravinda Naraine, Michal Kolar, Elizabeth Peuchen, Liangliang Sun, Norman Dovichi, Mikael Kubista

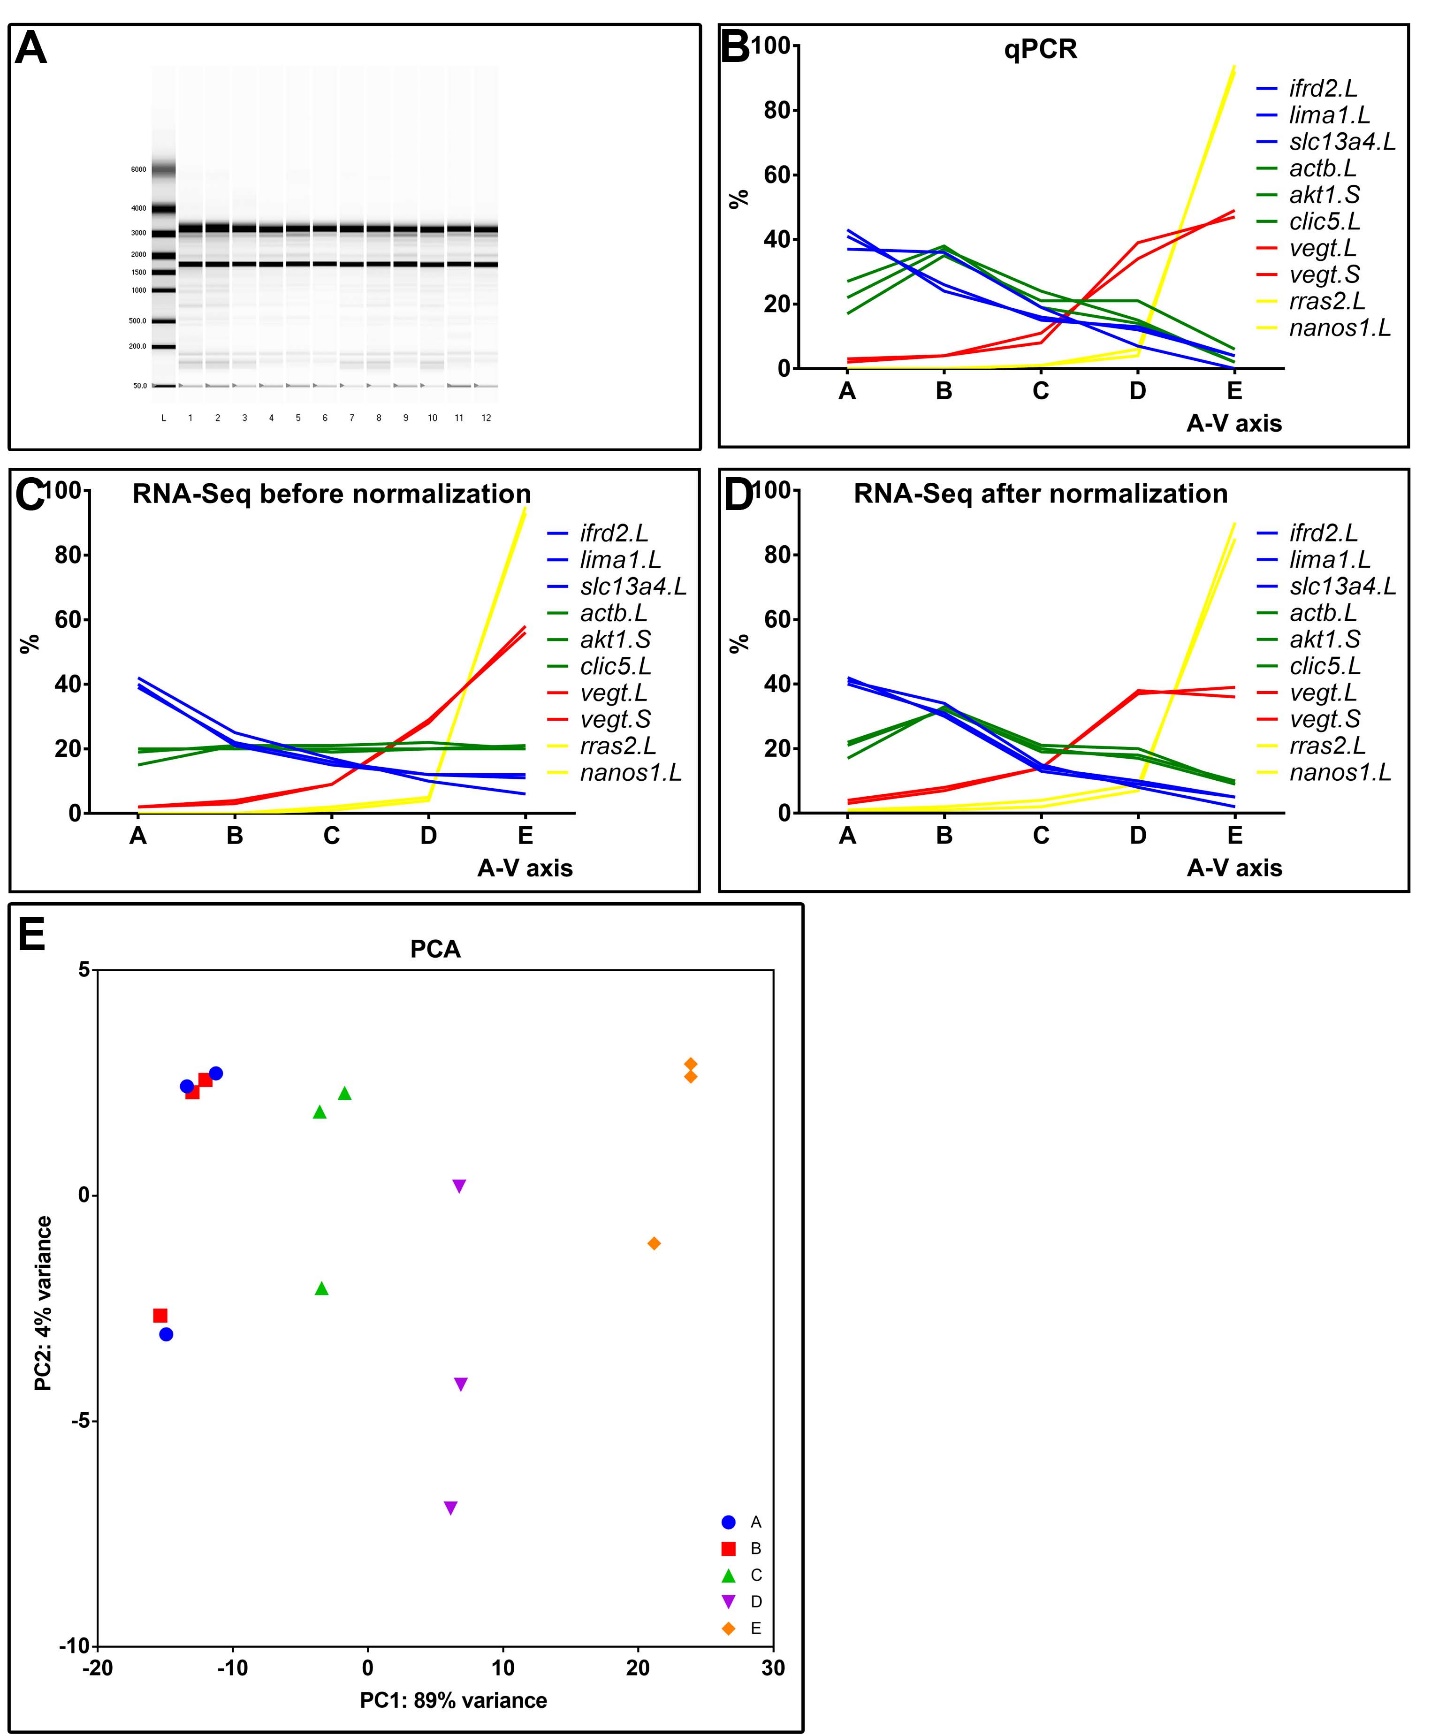

**SFig.1** Experimental quality control. Total RNA and library qualities were validated using Experion system (Bio-rad) (A). Normalization using qPCR tomography was used for RNA-Seq results (B-D). PCA analysis of animal-vegetal segments (labelled A, B, C, D, E) from three individual egg samples showed high correlation of RNA-Seq data.

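Principal components were computed on log2 normalized counts, with 1 added, of the 17745 genes in the 15 libraries. The first component held 62.27% of the variance and the second 13.83%. On the first component the replicates of B scored −65.63, −66.22 and −64.36, those of A −45.87, −42.89 and −25.1, those of C 1.5, 5.41 and 13, those of D 33.2, 41.97 and 45.89 and those of E 82.47, 61.36 and 25.27. Segments A to C stood apart from each other and from D and E in every replicate, but E of replicate 3 scored below all 3 replicates of D. The deviating libraries on the second component were those of replicate 3, with 51.63 in A and −45.5 in E. Leaving out replicate 3 had the largest effect, with 75.3% on the first component and 7.74% on the second. The paper takes the arrangement of the segments as a sign of high correlation between the 3 egg samples.

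**Figure D4:**
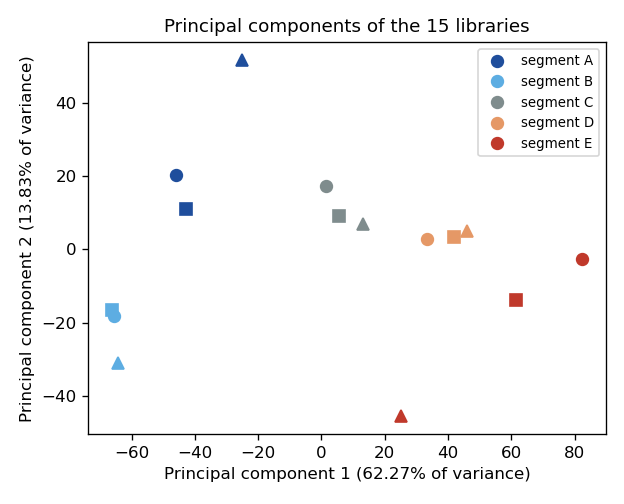
Scores of the 15 libraries on the first and second principal components of log2 normalized counts, coloured by segment, with circles, squares and triangles for replicates 1, 2 and 3. The first component runs from B (−66.22 to −64.36) to E (25.27 to 82.47), and replicate 3 of A and of E lie farthest out on the second.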

**SFig.2** Validation of RNA-Seq data using qPCR| tomography. Correlation plot shows high similarity of localization profiles obtained using qPCR and RNA-Seq (A). qPCR primers were designed to distinguish homeologous forms of *naga*, *zfyve28* and *exd2* genes based on sequence polymorphism and assays for *ctsc* and *ctdspl* were designed in variable regions (B). 

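SFig. 2 compares RNA-Seq profiles with RT-qPCR for pairs that include *ctsc* and *ctdspl*. The RT-qPCR values are not in the files analysed here, and the RNA-Seq side was as follows. For *ctsc*, segments D and E held 59.9% ± 3.52 of the L form (SD, n = 3) and 40.31% ± 1.93 of the S form. For *ctdspl*, listed as *ctdspl-like*, they held 36.35% ± 1.23 of the L form and 81.23% ± 2.21 of the S form. In both, the forms did not overlap between replicates, with gaps of at least 15.52 and 41.69 points (exact permutation test, p = 0.1, the smallest possible with 3 values against 3). The pairing of L and S within a block is ignored by this test. The L to S ratios differed between segments with adjusted p = 1.9e-17 and 2.7e-23 from edgeR's quasi-likelihood test. With the total-RNA factors, the alternative that moved them most, the differences in the mean profile were 13.45 and −37.67 points in place of 19.69 and −44.73. The paper reports that both methods give matching profiles for these candidates.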

Localization profiles determined using qPCR nicely correlate with RNA-Seq profiles for all candidates (C-H).

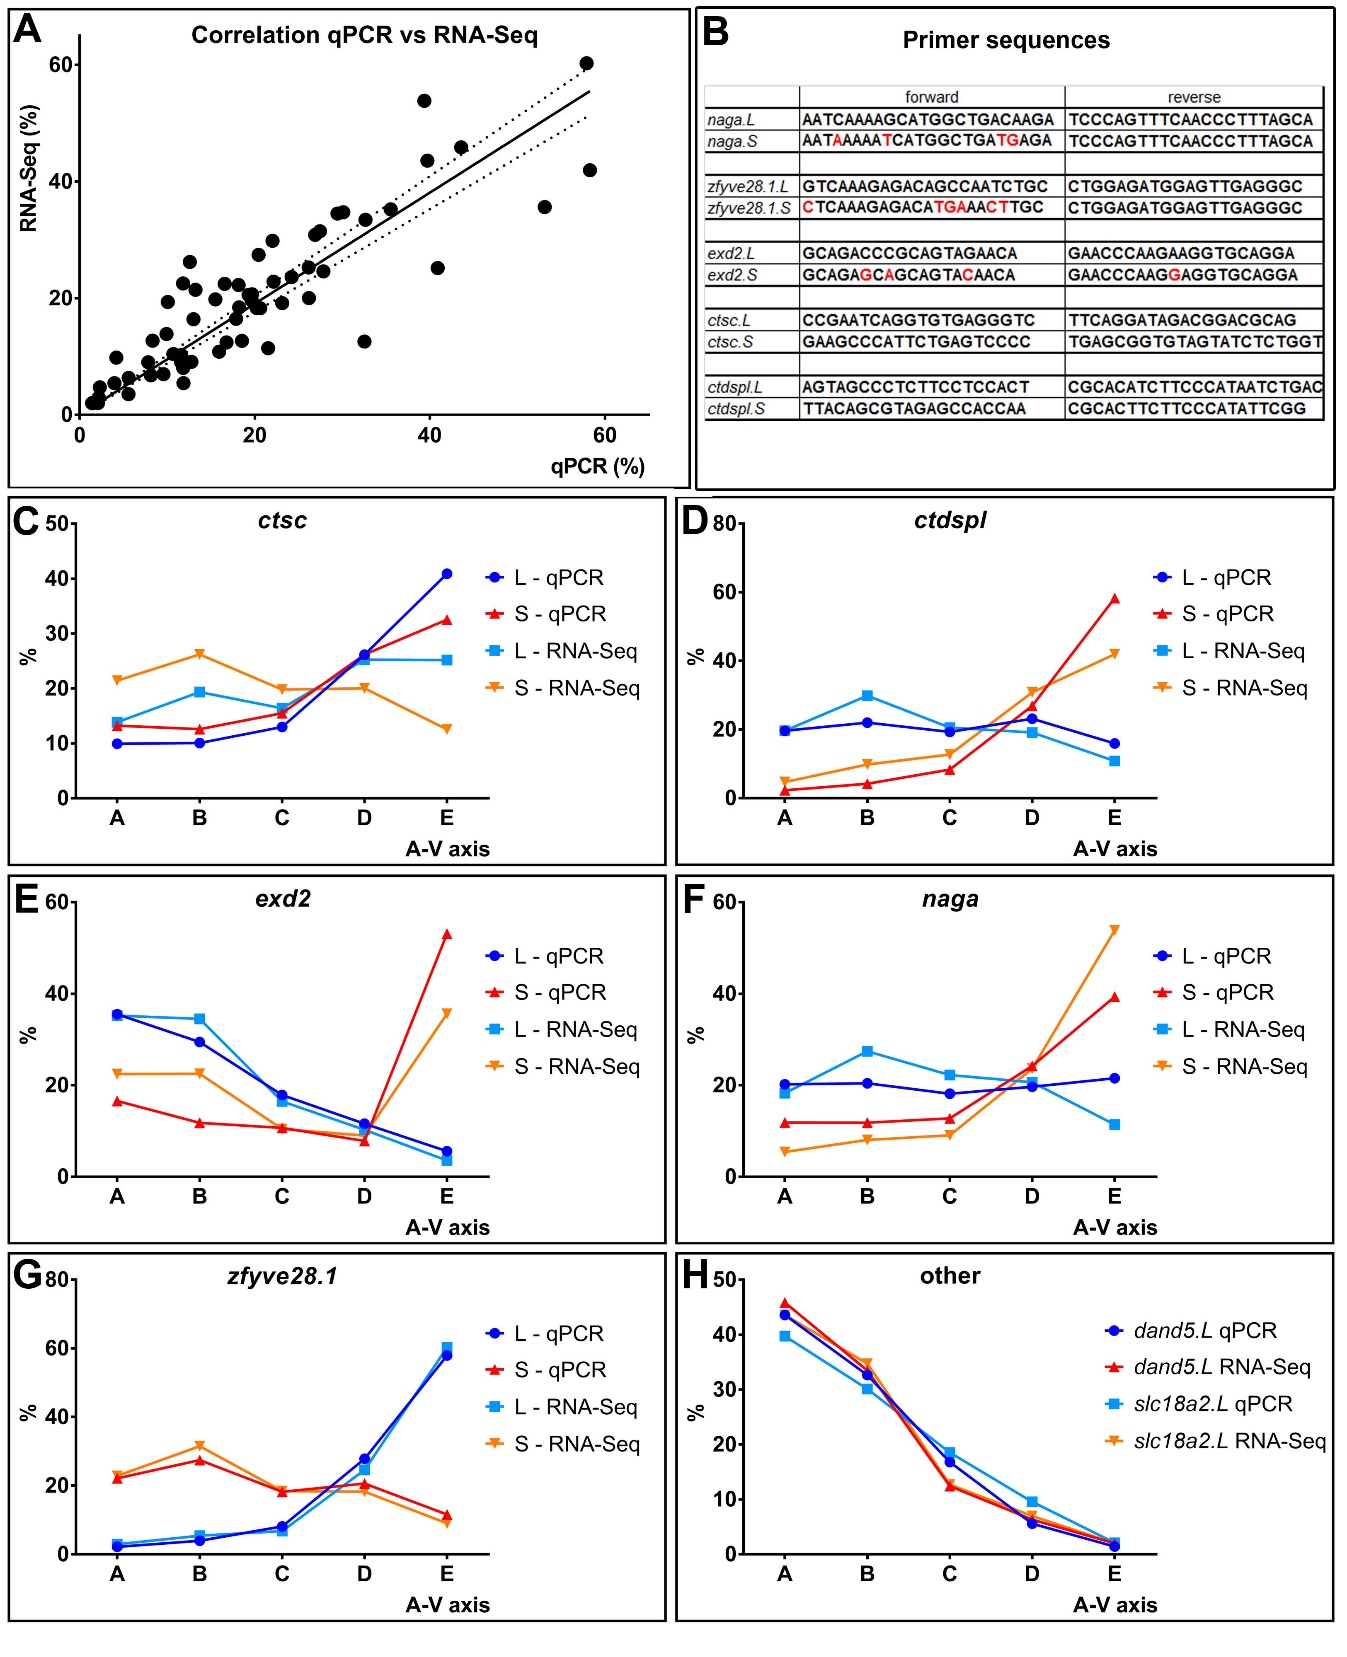

**SFig.3** Presence of vegetal motifs were analyzed in the 3’UTRs of three extremely vegetal (*ddx25*, *grip2* and *nanos1*) and three extremely animal (*dand5*, *ifrd2* and *lima1*) RNAs (A). Dependence of frequency on the motif length was tested using two vegetal motifs and no significant difference was observed (B).

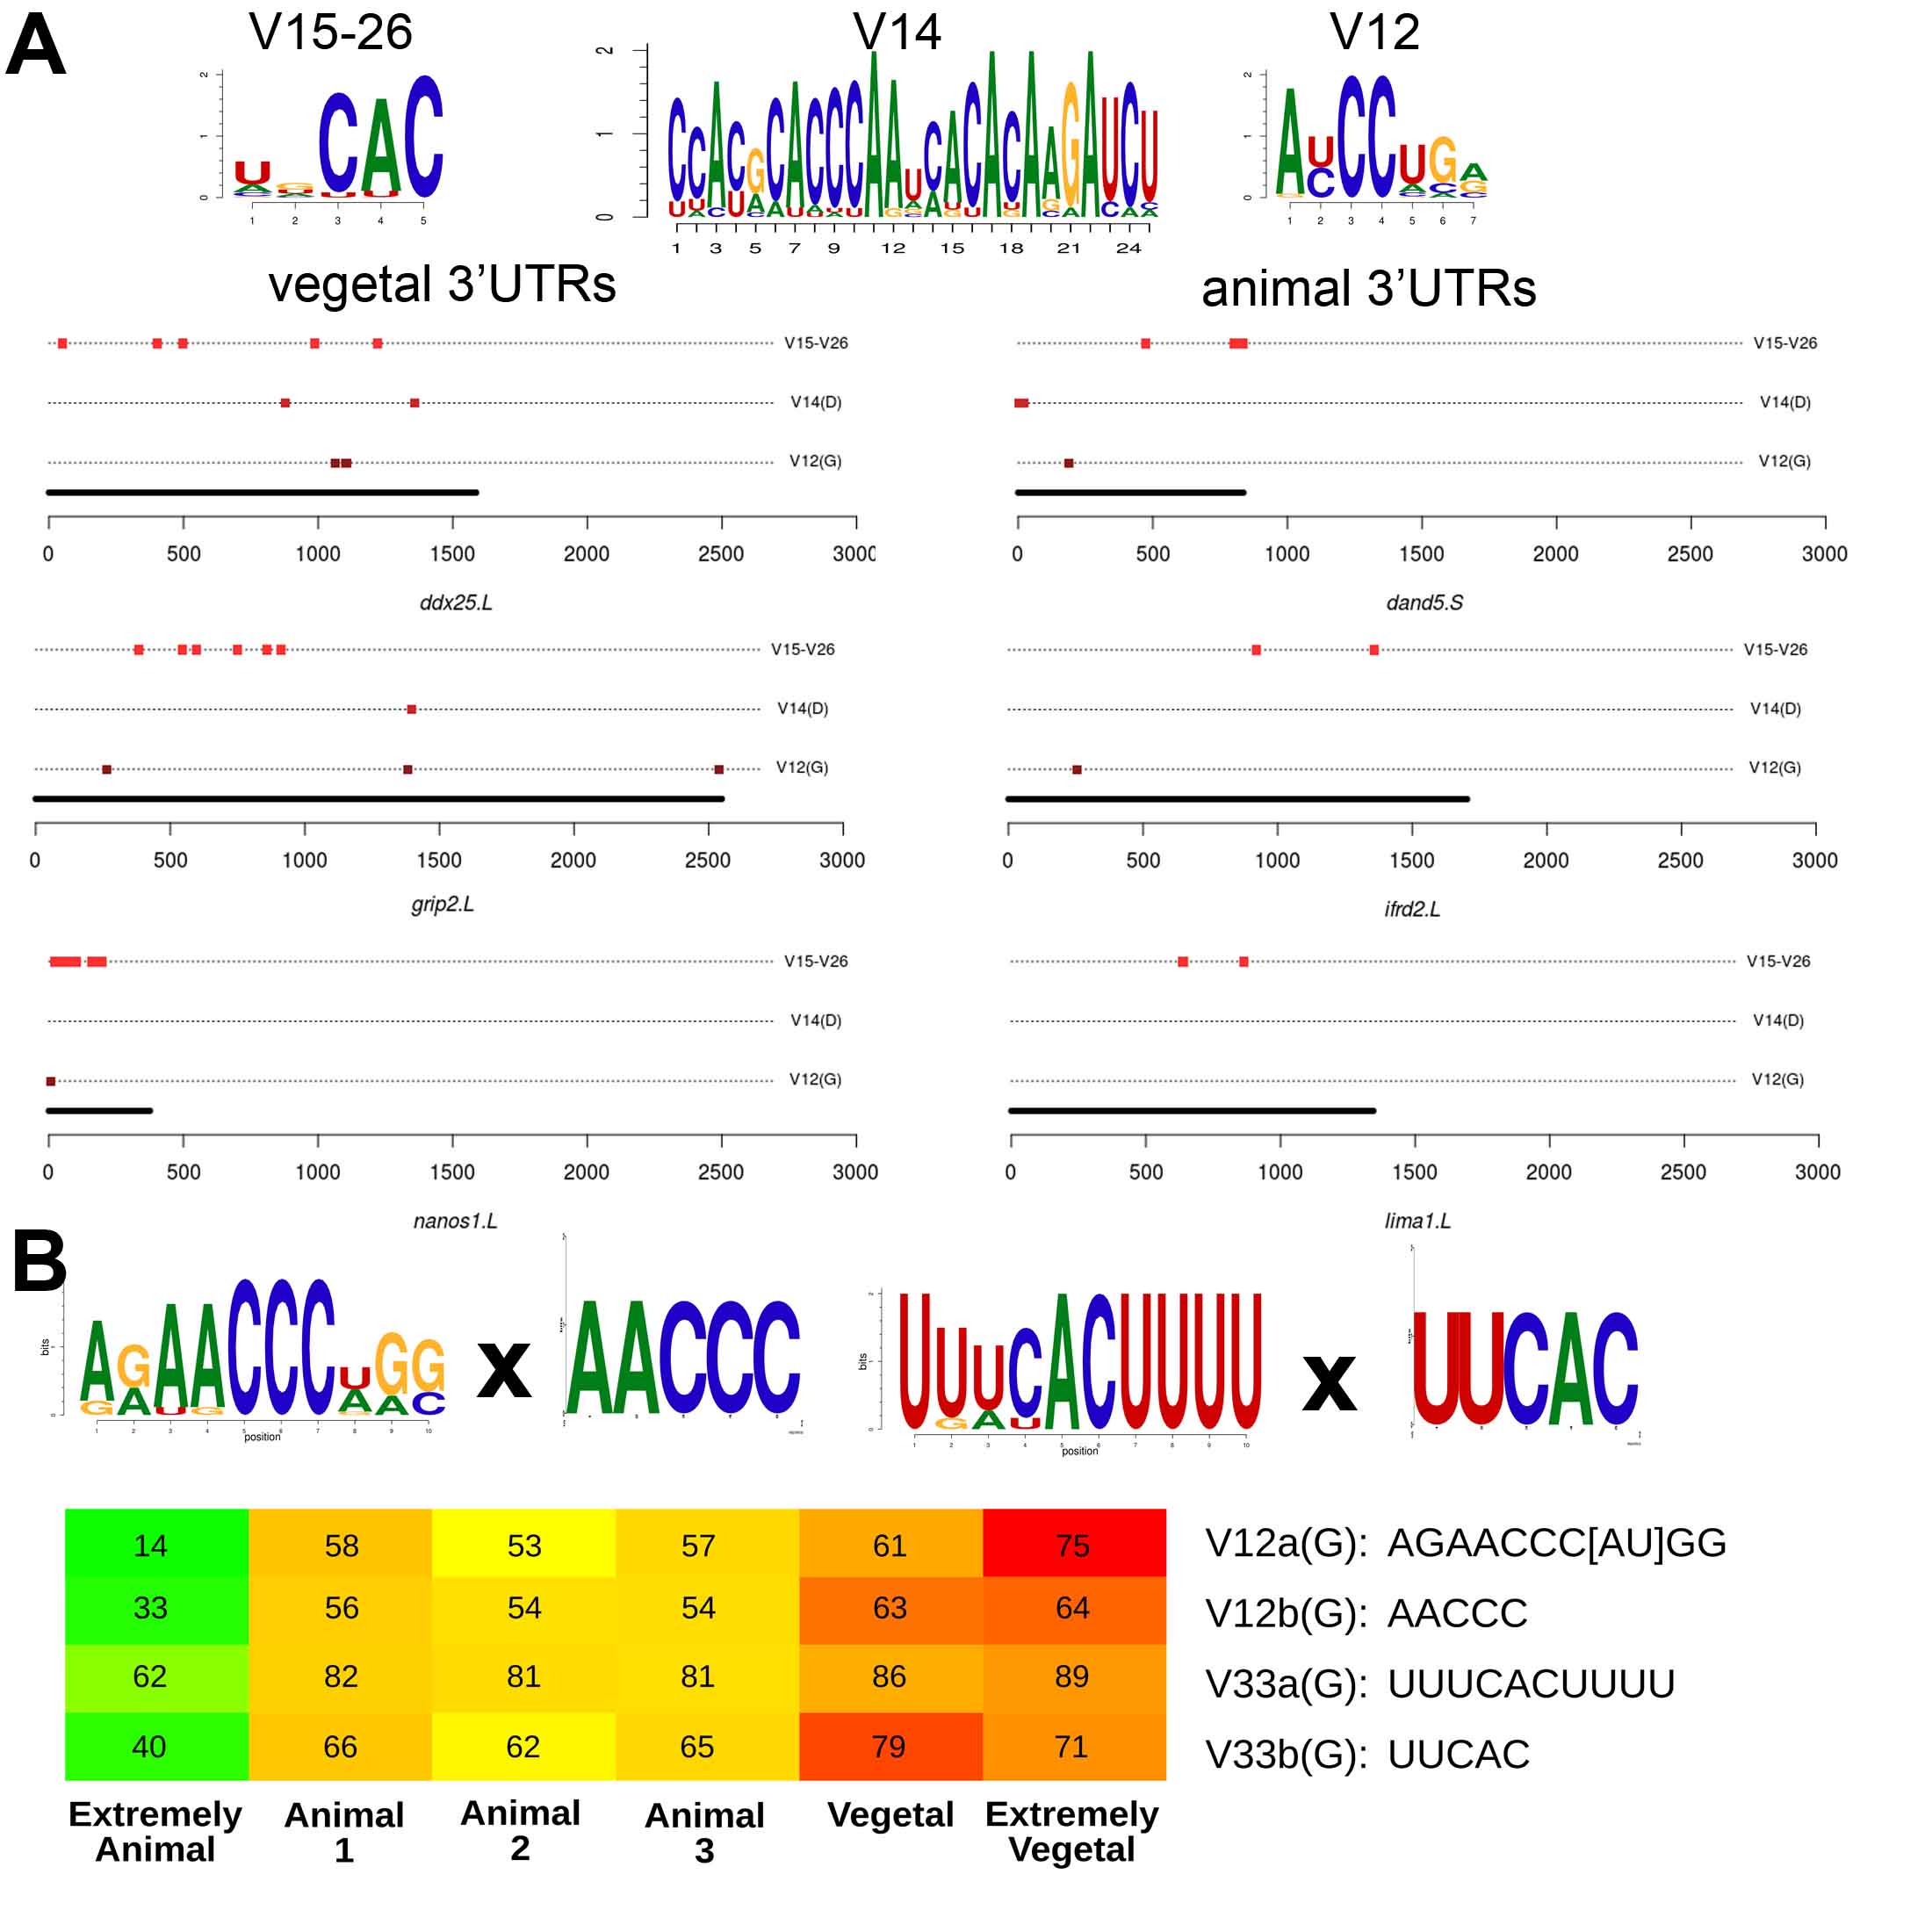

**Supplement:** Supplementary file 8 — Supplement Figures

How the deposited data were processed for this re-analysis (not part of the article)

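RNA from segments of *X. laevis* eggs was sequenced in 15 libraries, 5 segments from A (animal pole) to E (vegetal pole) in each of 3 blocks of 20 eggs. The authors made the deposited counts by removing rRNA reads with SortMeRNA, trimming with Trimmomatic, aligning with STAR and counting on annotated genes with htseq-count, and did not normalize them. The deposited normalized values are the same counts divided by the authors by a size factor per library. The ratio of counts to normalized values was constant within each library. The factors so recovered were 0.9403 to 1.0359 times the RT-qPCR factors of Supplement Table 7, and how they were made is not stated. Each file was checked before use: gene totals equalled those of Supplement Table 7 in 15 of 15 libraries, 240 of 240 marker counts were identical, and no 2 libraries held the same values.

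Samples were grouped by the segment and replicate number in their labels, which match the library names in the supplement. Reads counted on genes ranged from 1448542 to 15191780 per library, with medians of 3102068 in A, 11621980 in B, 11145902 in C, 9777736 in D and 8139482 in E. With 3 counts as the smallest signal, the smallest share of a library's counts that could be seen was 0.00021% in the shallowest and 0.00002% in the deepest. For a segment mean, the precision is given as the SD of the 3 replicates.

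For the main analysis the counts were divided by the size factors of Supplement Table 7, which come from RT-qPCR of marker genes, and genes with an average normalized count under 15 were left out. Shares are the mean normalized count of a segment over the sum of the 5 segment means. Genes were classified by Table 1, with the extremely vegetal criteria applied before the vegetal ones and each "or" read as at least one. Pairs of homoeologues are symbols listed with both L and S.

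Segments A and B, B and D, and D and E were compared, and all 5 together, with edgeR's quasi-likelihood tests in a fit of all 15 libraries. The RT-qPCR factors were fixed, and Benjamini-Hochberg adjusted p-values under 0.05 counted as past the threshold. The standard error of a log2 fold change was taken from its size and its F statistic. The ratio of L to S counts was tested with an edgeR model of 30 columns, with a term for each library and for the homoeologue and an interaction of homoeologue and segment. L and S shares of single pairs were compared with an exact permutation test, whose smallest p for 3 values against 3 is 0.1. It treats the L and S shares as unrelated, although both come from the same 3 blocks. A paired exact test could not give so small a p. Principal components used log2 of normalized counts plus 1. The tests were tested on simulated data with a 3-fold change in 200 genes or pairs: 194 of 200 were recovered between 2 segments with 19 false calls, 196 of 200 between 5 segments with 3, and 200 of 200 for the L to S ratio with 10. Between 2 segments simulated without a change, no gene was called.

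The genes named were taken from a list set by a rule: every gene the paper names for an RNA-Seq profile in the egg that the files list, the 3 genes with the largest change in each direction of each contrast, and the 5 homoeologue pairs with the largest difference in the share of D and E. For the contrasts, genes had to be past the threshold, have an average normalized count of at least 50 and change the same way in every replicate. The pairs had to be past the threshold with the same direction in every replicate.

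The alternatives were edgeR's TMM and DESeq2's median-of-ratios factors, the total-RNA factors of Supplement Table 7, RT-qPCR factors without the extremely animal markers, and the authors' normalized values. Others were a minimum of 50 counts or none, edgeR's filterByExpr, DESeq2's tests, a replicate block, fits of only the 2 segments compared, a log2 fold change of at least 1, other readings of Table 1, and each replicate left out. Segment factors fitted to the profiles of Supplement Tables 1 and 2, from genes with more than 1500 counts, were added after seeing the data. So was the use of only the first identifier of a protein.

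lncRNAs, blastula embryos, proteomics and sequence motifs were not analysed here. Gene coordinates, length and GC content were not given because no genome or annotation was at hand. The software was R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.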

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

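The ratio of L to S counts differed between the 5 segments in 1360 of 5145 homoeologue pairs. What flagged them is a difference between groups: the change along the axis was not the same for the L and the S form, by the interaction of homoeologue and segment in edgeR's quasi-likelihood test. With a replicate block, in which the 3 blocks of eggs are matched by their number, there were 1606 such pairs. In 116 pairs the share of segments D and E also differed by at least 20 percentage points.

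Several technical explanations were weighed. Only the real split among 60 random splits of the 15 libraries into 5 groups of 3 gave as many pairs with a differing ratio (1 of 60), and the largest number from another split was 574. For the 116 pairs with a difference of at least 20 points it was again 1 of 60 splits, with 19 as the largest number elsewhere. The normalization between segments drops out of the ratio, since each library has a term of its own. The median average count of the weaker form in the pairs past the threshold was 2.053 times that of the other pairs (488.96 against 238.11). Pairs with more counts pass a threshold more easily, so this ratio does not rule out low counts of one form as a source for single pairs. With a minimum of 50 normalized counts for both forms, 1326 of 4493 pairs had a differing ratio, and 100 also a difference of at least 20 points. These numbers argue against low counts as the source of most of the pairs. Reads shared between L and S forms were not tested across all pairs, because the counts do not hold the alignments, and neither were GC content or gene length. Localization that differs between homoeologues is therefore a candidate explanation, but it cannot be told apart from these untested ones, or from low counts in single pairs.

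In data that the paper does not discuss, 19 pairs outside Supplement Table 2 had an L to S ratio that differed between segments and a difference of at least 20 points in the share of D and E. The largest were *ppp1r2* (62.33 points, adjusted p = 5.8e-16 from edgeR's quasi-likelihood test), *tex15* (52.44 points, 3.2e-10), *c9orf89* (51.11 points, 1.4e-14), *loc100490228* (44.27 points, 1.7e-09) and *mxi1* (42.74 points, 1.3e-09), and the L form was the vegetal form in each. A candidate explanation for their absence from the table is a low count of one form. The median average count of the weaker form was 31.92 in these 19 pairs and 348.38 in the pairs of the table, a ratio of 0.092, and 3 of the 19 had a weaker form with at least 50 counts. The difference in localization itself was tested against splits only together with that of all 116 pairs, and no biological explanation was tested for these 19 alone.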

How the results depend on the processing

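The main settings, the tests and the alternatives, apart from the fitted segment factors and the first-identifier reading of the proteins, were chosen before the processed files arrived. Of 273 alternative values of the headline results, 197 stayed within the limits set for no change, 76 moved and none reversed. Most of these values are counts, which cannot change sign and so could not be marked as reversed. The balance between segments did turn. With edgeR's TMM factors, 12 genes higher in A and 5203 in B became 46 and 9. With the same factors, 16232 genes higher in B and 302 in D became 707 and 1014. With the total-RNA factors, 80 genes higher in D and 615 in E became 17577 and 16. With the fitted segment factors, chosen after seeing the data, they became 16993 and 120, and without replicate 3 747 and 533. The differences between L and S of *naga*, *zfyve28-like.1* and *exd2* kept their direction throughout. The number of pairs with a ratio that differs and a gap of at least 20 points held under every alternative tried for it. These were a replicate block, a minimum of 50 counts, DESeq2's test and each replicate left out. It was not counted with other size factors, on which the share of D and E depends. The number of genes with a count in every segment held under every alternative tried for it. Of 723 values of named genes and components, 499 stayed, 191 moved, 33 fell below the threshold and none reversed. The 499 include all 51 shares in each fit without a replicate. Leaving out 1 of 3 values could hardly move those beyond their limit, the replicate SD.

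With edgeR's TMM factors, 5044 genes were extremely animal, 1892 animal and 663 vegetal, and 2129 pairs fell in different and 59 in opposite categories. In the tests, 46 genes were higher in A than in B and 9 in B than in A, 707 higher in B than in D and 1014 in D than in B, 361 higher in D than in E, and 4136 differed between the 5 segments. DESeq2's median-of-ratios factors gave 5135, 1796, 662, 2120 and 58 for the same categories and pairs, and 53, 11, 716, 1009, 342 and 4144 for the same tests. Both methods set the typical gene to no change between segments, which removes a shift shared by most genes.

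With the total-RNA factors of Supplement Table 7, 72 genes were extremely animal, 108 vegetal and 7 extremely vegetal, and 112 pairs fell in different and 22 in opposite categories. Here 1 gene was higher in A than in B and 16011 in B than in A, 185 higher in D than in B, 17577 higher in D than in E and 16 in E than in D. The factor of E was 5.291 times the main one, which lowers every value in E. RT-qPCR factors without the extremely animal markers gave 148 extremely animal genes, 383 pairs in different categories, 1 gene higher in A than in B and 13565 higher in B than in A. These factors lower the size factors of B in every replicate. Those of A fall less in replicates 1 and 2 and rise in replicate 3 (0.142239 to 0.154901), so that B rises against A.

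Segment factors fitted to Supplement Tables 1 and 2, added after seeing the data, gave 763 extremely animal and 46 extremely vegetal genes, and 423 pairs in different and 73 in opposite categories. In the tests, 9783 genes were higher in B than in A, 16993 higher in D than in E and 120 in E than in D. With these factors and a minimum of 50 counts, 477 genes were extremely animal, 202 vegetal and 34 extremely vegetal, and 310 pairs fell in different and 63 in opposite categories.

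Without a count minimum, 31408 genes and 8454 pairs were counted, with 3079 extremely animal, 2276 vegetal and 1144 extremely vegetal genes and 3123 different and 625 opposite pairs. Then 44 genes were higher in A than in B and 128 in D than in E. Genes with few counts may have noisy shares, and more of them might then meet an extreme criterion. That was not tested. Proteins without an mRNA fell to 24 when no count at all was required. With fits of only the 2 segments compared, 59 genes were higher in A than in B, 8836 in B than in A and 41 in D than in E. Requiring a log2 fold change of at least 1 left 1 gene higher in A than in B, 86 in B than in A, 2292 in B than in D, 135 in D than in B, 9 in D than in E and 241 in E than in D. Most shifts between segments are smaller than that.

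With a replicate block, which matches segments by the number of their block of eggs, 15 genes were higher in A than in B, 5538 in B than in A and 1606 pairs had a differing ratio, against 12, 5203 and 1360 without it. Across the fits that each left out a replicate, 1 to 18 genes were higher in A than in B, 24 to 4486 in B than in A, 13 to 747 in D than in E, 337 to 760 in E than in D, and 764 to 1281 pairs had a differing ratio. The lowest numbers came mostly without replicate 2, the only one with a deep library of segment A. The counts between D and E were also lowest there, at 13 and 337 against 80 and 615, so the depth of A need not be the reason. The depth of A, down to 1448542 reads, limits every comparison of A with B.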

Differences from the paper's values

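In the category of extremely animal mRNAs the main analysis found 7.96% of the genes, against the paper's 2.8%, and 1412 genes against the paper's 400 and more. The replicate SD was 4.59 percentage points and 814.3 genes. A value came within the limits of the comparison if it lay within that SD of the paper's value or within 1.5 times of it. Both SDs are larger than the paper's values, so any lower value passes, however far below it lies. For such values, passing does not show that the gap was closed. Of the alternatives set before the files arrived, those that brought the percentage within the limits of the comparison were the total-RNA factors (0.41), RT-qPCR factors without extremely animal markers (0.83), the category given by at least 2 of 3 replicates (7.21), a minimum of 50 counts (6.69), each "or" of Table 1 read as all (6.72) and leaving out replicate 1 (6.53). For the number of genes these were the same settings, with 72, 148, 1025, 1192 and 1160 genes, except the category given by at least 2 of 3 replicates. TMM and median-of-ratios factors, the authors' normalized values, shares averaged over replicates, no count minimum and the fits without replicate 2 or 3 did not. Segment factors fitted to Supplement Tables 1 and 2, chosen after seeing the values, gave 4.3% and 763 genes, and with a minimum of 50 counts 3.12% and 477 genes.

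Extremely vegetal mRNAs made up 0.82%, against the paper's 0.2%, with a replicate SD of 0.2 percentage points. Among the alternatives set before the files arrived only the total-RNA factors came within the limits of the comparison. Their 0.04 lay below the paper's value, and the replicate SD is as large as that value. The fitted segment factors, chosen after seeing the values, gave 0.26, or 0.22 with a minimum of 50 counts. Vegetal and extremely vegetal mRNAs together numbered 465, against the paper's 230. None of the alternatives set before the files arrived closed that gap, and the fitted factors, chosen after seeing the values, gave 291, or 236 with a minimum of 50 counts.

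Homoeologue pairs in different categories made up 17.57%, against the paper's 3.0%. The total-RNA factors (2.19) and RT-qPCR factors without extremely animal markers (7.37) came within the limits, with a replicate SD of 4.48 points, and the other alternatives set before the files arrived did not. That SD is larger than the paper's value, so these limits are wide. The fitted factors, chosen after seeing the values, gave 8.22, outside the limits, and 6.9 with a minimum of 50 counts, within them. As a number, 904 pairs were in different categories, against 331 pairs in the paper's Supplement Table 2. The total-RNA factors (112) and the factors without extremely animal markers (383) came within the replicate SD of 230.59 or within 1.5 times, the other alternatives did not, and the fitted factors, chosen after seeing the values, gave 423, or 310 with a minimum of 50 counts. Opposite categories were found in 127 pairs, against the paper's 63 in that table. TMM (59) and median-of-ratios factors (58) closed this gap and no other alternative set before the files arrived did. The fitted factors, chosen after seeing the values, gave 73, or 63 with a minimum of 50 counts.

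In the paper's list of proteins without an mRNA, 191 of 222 entries matched a gene by name and 31 did not. Of the 191, 109 had no gene with an average normalized count of at least 15, against the paper's 223. The other readings could not have closed the gap. Requiring no count at all (24), set before the files arrived, could only lower the number. Using the first identifier only (108), added later, was limited to the 186 entries where it was found. On the second principal component lay 13.83% of the variance, against about 4% in SFig. 1E, read by eye. Leaving out replicate 3 gave 7.74, within the spread of the fits that leave out a replicate, and the other alternatives set before the files arrived did not close the gap.

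The share of segment E was 20.38% for *naga.L*, 16.66% for *zfyve28-like.1.S* and 6.56% for *exd2.L*, against 11.41%, 9.01% and 3.55% in the paper's supplement. None of the alternatives set before the files arrived closed these gaps. The fitted segment factors, chosen after seeing the values, gave 11.27%, 9.03% and 3.39%, which they were fitted to approach.

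The paper shows *otx1.L*, *sox7.L*, *pgam1.L*, *crem.L*, *vegt.L*, *wnk2.L* and *gk.S* as vegetal (Fig. 2C). They fell in the extremely vegetal category here, with 65.82%, 58.34%, 58.0%, 50.72%, 55.92%, 67.94% and 62.54% of their mRNA in E. The fitted factors, chosen after seeing the values, placed all 9 genes of Fig. 2C found in the vegetal category. The paper calls *exd2.S* vegetal, and with 51.54% in E it was extremely vegetal here. The paper states that all mRNAs were present in all segments, and 3 of 17745 had no count in segment A. The paper describes a gradual increase of vegetal mRNAs from the animal to the vegetal pole, and their median share was 15.92% in B and 13.83% in C. The legend of Fig. 6 gives fewer pairs with a different localization than Supplement Table 2 lists (331).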

Other observations

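Between segments of 3 libraries each, 1 of the 10 splits of the 6 libraries gave as many genes as the real split in each contrast, the smallest number possible. The largest number in another split was 10 against 5215 for A and B, 8 against 16534 for B and D, and 0 against 695 for D and E. A share of the splits under 0.1 cannot be reached with 3 against 3. For genes that differ between the 5 segments, 1 of 100 random splits, the real one, gave as many as 16413. The largest number elsewhere was 13900, so that a single random split came close, while the median was 0.

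The number of extremely animal genes was tested against the depth of segment A. The prediction, made before the test, was that thinning the counts of segment A in replicate 2 to the depth of replicate 3 would raise the number in replicate 2 by more than 1.5 times if low depth were a cause. The number rose from 1387 to 2366, a ratio of 1.706, so low depth of segment A in replicates 1 and 3 may account for part of the category. Depth alone does not give the numbers of the replicates: replicate 3, with the shallowest library of A (1448542 reads), had 1611 such genes, fewer than replicate 1 with 3102068 reads (2896) and than the thinned replicate 2. Of the 1412 genes, 18.91% had their maximum in A in each replicate. That lies between the predicted limits, so that disagreement between replicates can neither be set aside nor shown to be the source.

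The number also varied with the size factors of segment A. The 13 markers differ in their ratio of A to B factors with an SD of 0.4518 on the log2 scale, or 1.368 times. With the factors of A higher by that SD, 52 genes were extremely animal, and with factors lower by it, 11360. This prediction was made only after the effect of the size factors on the number had been seen. The factor used is the mean of the 13 markers, and the SD of single markers is larger than the error of that mean. These numbers therefore show how steeply the category depends on the factor of A, and not how uncertain its size is. No biological explanation was tested beyond the segments themselves. The size of the extremely animal category cannot be separated from depth and the choice of size factors. It was 148 genes with RT-qPCR factors without the extremely animal markers.

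Segment E had lower shares in the profiles of Supplement Table 1 than the factors of Supplement Table 7 give. Over 2206 mRNAs the paper's ratio of E to B was 0.4824 times the recomputed one, with an interquartile range of 0.0567 of the median. A single scale factor for segment E, 2.073 times that of Supplement Table 7, is consistent with so narrow a spread, and the corresponding multiple for A was 1.081. The prediction for this test was written after the difference had been seen, and the source of the factor is not known. Table 1 applied to the paper's profiles gave the paper's own groups for 99.2% of the rows of Supplement Table 1 and 99.1% of those of Supplement Table 2.

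The profile of *exd2.S* was high at both ends of the egg, with 17.48% in A, 16.43% in B, 7.89% in C, 6.66% in D and 51.54% in E. Of 12 genes with at least 1.5 times more in A and in E than in C and D, 5 showed this in every replicate, and *exd2.S* was the only one of them with more than 50% in E. With the fitted segment factors, 1 gene showed it in every replicate. The ratio of *exd2.S* to *exd2.L* was alike in A, B and C, with the largest 1.055 times the smallest. That is consistent with a fixed part of *exd2.L* reads being counted as *exd2.S*, in which case the animal part of the *exd2.S* profile might not come from *exd2.S* mRNA. A shared animal localization of both mRNAs would give the same ratio, and the counts cannot separate these. The paper reports RT-qPCR with primers that tell the forms of *exd2* apart, with profiles that correlate with RNA-Seq. Those RT-qPCR values bear on the question but were not analysed here. The hypothesis and its prediction were formed after seeing the profile.

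In segment A of replicate 3, the files hold 1448542 reads on genes, while Supplement Table 6 gives 1969195 counted reads. In the other 14 libraries the number in the files is the larger.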
